# Clock-dependent chromatin topology modulates circadian transcription and behavior

**DOI:** 10.1101/gad.312397.118

**Published:** 2018-03-01

**Authors:** Jérôme Mermet, Jake Yeung, Clémence Hurni, Daniel Mauvoisin, Kyle Gustafson, Céline Jouffe, Damien Nicolas, Yann Emmenegger, Cédric Gobet, Paul Franken, Frédéric Gachon, Félix Naef

**Keywords:** circadian rhythms, chromatin topology, promoter–enhancer loops, DNA regulatory elements, transcriptional bursting

## Abstract

The circadian clock in animals orchestrates widespread oscillatory gene expression programs, which underlie 24-h rhythms in behavior and physiology. Several studies have shown the possible roles of transcription factors and chromatin marks in controlling cyclic gene expression. However, how daily active enhancers modulate rhythmic gene transcription in mammalian tissues is not known. Using circular chromosome conformation capture (4C) combined with sequencing (4C-seq), we discovered oscillatory promoter–enhancer interactions along the 24-h cycle in the mouse liver and kidney. Rhythms in chromatin interactions were abolished in arrhythmic *Bmal1* knockout mice. Deleting a contacted intronic enhancer element in the *Cryptochrome 1* (*Cry1*) gene was sufficient to compromise the rhythmic chromatin contacts in tissues. Moreover, the deletion reduced the daily dynamics of *Cry1* transcriptional burst frequency and, remarkably, shortened the circadian period of locomotor activity rhythms. Our results establish oscillating and clock-controlled promoter–enhancer looping as a regulatory layer underlying circadian transcription and behavior.

## Abstract (precis)

Using circular chromosome conformation capture (4C-seq), Mermet et al. discovered oscillatory promoter–enhancer interactions along the 24-h cycle in mouse livers and kidneys. Deleting a contacted intronic enhancer element in the *Cryptochrome 1* (*Cry1*) gene reduced the daily dynamics of *Cry1* transcriptional burst frequency and shortened the circadian period of locomotor activity rhythms.

The circadian clock, encoded in a core genetic network, governs rhythms in behavior and physiology (Schibler et al. 2015), such as nocturnal activity in mice and oscillations in carbohydrate and lipid metabolism in the liver (Bass and Lazar 2016). This clock also orchestrates the daily rhythmic synthesis of thousands of transcripts by impinging on multiple gene regulatory layers (Zhang et al. 2014). These rhythmic transcripts often coincide with rhythms in chromatin modifications, DNA accessibility, enhancer activity, and transcription factor (TF) binding at promoter-proximal and promoter-distal regions (Mermet et al. 2017; Takahashi 2017), suggesting that chromatin interactions play a role in regulating circadian gene expression.

Chromatin architecture in the nucleus is organized over multiple scales (Dekker et al. 2013). At the fine scale, this organization involves the interactions between gene promoters and enhancer DNA elements through promoter–enhancer looping (Fulco et al. 2016). The remodeling of such DNA contacts and the accompanying dynamics of transcriptional responses have been investigated in the context of signal-dependent gene induction, cell differentiation, and developmental transitions (Palstra et al. 2003; Ghavi-Helm et al. 2014; Kuznetsova et al. 2015). However, little is known about the dynamics of DNA looping along the recurring daily 24-h cycle and the consequences on clock-dependent gene expression in animals.

Cell culture models investigating genes of interest have suggested that nuclear compartmentalization modulates cyclic gene expression (Zhao et al. 2015) and that oscillatory contacts between gene promoters and genomic regions on *trans* chromosomes accompany rhythmic mRNA expression (Aguilar-Arnal et al. 2013). Recently, we described tissue-specific chromatin interactions selectively associated with rhythmically expressed clock output transcripts (Yeung et al. 2018), but, in general, the circadian dynamics of DNA interactions, including their regulation of core clock function and control of circadian gene expression, remain an open question. Indeed, rhythmic transcription could be regulated over an established static promoter–enhancer network (Ghavi-Helm et al. 2014; Xu et al. 2016), or, conversely, the clock could drive dynamic promoter–enhancer looping for high-amplitude daily oscillations in transcription.

Here we monitored promoter–enhancer contacts of a core clock and metabolic clock output gene across time and genotypes in mouse tissues and discovered that contact frequencies oscillated along the 24-h cycle. In arrhythmic *Bmal1* knockout animals, these oscillations were abolished. Deletion in mice of an enhancer that was rhythmically recruited to the *Cryptochrome 1* (*Cry1*) promoter led to a short period phenotype in locomotor activity. Moreover, this deletion compromised rhythmic chromatin topology in the liver and led to reduced peak *Cry1* mRNA expression levels. Finally, single-molecule RNA fluorescent in situ hybridization (smRNA-FISH) showed that the abolished rhythmic chromatin contact reduced the daily dynamics of *Cry1* transcriptional burst frequency.

## Results

### Rhythmic local chromatin interactions in mouse livers

We focused on two genes representing key temporally regulated hepatic functions: a gene essential for the core circadian oscillator, *Cry1* (Griffin et al. 1999; van der Horst et al. 1999), and a liver-specific clock-controlled gene, *Glycogen Synthase 2* (*Gys2*) (Doi et al. 2010), which encodes the rate-limiting enzyme in hepatic glycogen synthesis (Irimia et al. 2010). These transcripts are rhythmically expressed in the liver at opposite times of day, *Cry1* peaking during the night at Zeitgeber time 20 (ZT20) and *Gys2* peaking during the day at ZT08 (with ZT0 corresponding to lights on and ZT12 corresponding to lights off) (Supplemental Fig. S1A). Using circular chromosome conformation capture (4C) combined with sequencing (4C-seq) (Gheldof et al. 2012), we estimated the interaction frequencies of DNA bait fragments placed near the transcription start sites (TSSs) of *Cry1* and *Gys2* versus the entire genome in livers of wild-type mice collected at ZT08 and ZT20 (*n* = 4 per time point). 

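4C-seq counts how often each restriction fragment of the genome is ligated to a chosen bait fragment in cross-linked nuclei. The Cry1 TSS bait lay at 84646361.5 on chromosome 10 and the Gys2 TSS bait at 142421090 on chromosome 6 of mm9, each within 2 kb of the annotated start of its gene. The libraries of the Cry1 TSS bait held 6101130 to 7517927 reads at ZT08 (median 6532577.5) and 8866730 to 10313465 at ZT20 (median 10133073). Those of the Gys2 TSS bait held 3923512 to 5535170 reads at ZT08 (median 4729341) and 3413980 to 7210672 at ZT20 (median 5960215.5). The authors left out libraries in which 75% or more of the fragments within 1 Mb had no reads, which leaves 2 of the 4 Gys2 TSS libraries at ZT08 and all 4 of each other group. They rescaled the counts of each library, took log10 of the rescaled count divided by 500 plus 1, and fitted 1 value per fragment and condition over the mice. Their table holds these fitted log10 signals with a variance, a Z-score and a p-value, and no value per mouse. Here the ZT08 signal was subtracted from the ZT20 signal at each of 3109 fragments for Cry1 and 2915 for Gys2, with a standard error from the 2 variances, and the deposited p-values were adjusted over the fragments of a bait by the Benjamini-Hochberg method. Each named site was also set against the fragments more than 100 kb from the bait.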

4C-seq signals around the *Cry1* and *Gys2* TSSs decayed to background levels following a power law (Supplemental Fig. S1B,C; Supplemental Table S1; Sanborn et al. 2015) and did not exceed background on *trans* chromosomes (Supplemental Fig. S1D,E; Supplemental Table S1). 

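Contacts of the Cry1 and Gys2 promoters fell steadily with distance. The median rescaled count, divided by 500, of the Cry1 TSS bait at ZT20 was 3.80 at 10 to 50 kb downstream and 0.141 at 500 to 1000 kb. At ZT08 the medians of the same windows were 2.48 and 0.151. For the Gys2 TSS bait at ZT08 the downstream medians were 2.21 and 0.183. On log-log axes with 10 distance bins, the Cry1 signal fell downstream with a slope of -0.848 at ZT08 (R² = 0.952) and of -1.03 at ZT20 (R² = 0.933). Upstream of Cry1 the slopes were -0.651 and -0.683. The Gys2 slopes were -1.10 and -0.990 downstream and -0.709 and -0.770 upstream. The fits start 10 kb from the bait, and the profiles of other chromosomes were not analysed here.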

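At the Cry1 TSS bait the window of 2 Mb held a larger share of the reads on the bait's chromosome at ZT20 than at ZT08, 45.6 ± 2.60% against 41.0 ± 1.47% (SD, n = 4 mice each; exact permutation test, two-sided p = 0.0286, the smallest that 4 mice against 4 allow). At the Gys2 TSS bait the share was 56.9 ± 1.36% at ZT20 (SD, n = 4) and 53.9 ± 0.277% at ZT08 (n = 2), a gap of 3.04 points whose exact permutation p of 0.0667 is the smallest that 4 mice against 2 allow. The silent Hoxd4 locus, with its own bait, gained 5.53 points from ZT08 to ZT20 (exact permutation p = 0.0286, n = 4 and 3), and the Gys2 exon8 bait 0.278 points (exact permutation p = 0.857, n = 4 and 3). These shares were computed from the library totals of Supplemental Table S1.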

The high proportion of chromatin interactions within the first 2 Mb surrounding the baits on the *cis* chromosome (*Cry1* TSS: 41% of total *cis* contacts at ZT08 and 46% at ZT20; *Gys2* TSS: 54% at ZT08 and 57% at ZT20) indicated that *Cry1* and *Gys2* regulatory contacts were contained within this signal-rich region (Sanyal et al. 2012). 

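At ZT08 and ZT20 the profiles of the Cry1 TSS bait differed little away from the promoter: over the 2818 fragments more than 100 kb from it, the fitted signals at both times correlated at 0.932. For the Gys2 TSS bait the correlation over 2631 such fragments was 0.934. These are correlations across fragments that share neighbors in a Gaussian kernel of 2500 bp, so the fragments are not independent replicates. The median size of the change between the times was 0.0183 for Cry1 and 0.0213 for Gys2 on the log10 scale. Before the Z-score the authors added a term to the local variance. It is the square of a smallest standard deviation, 0.13 for the Cry1 TSS bait and 0.12 for the Gys2 TSS bait, times a factor that falls as the signal rises.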

To compare 4C-seq profiles across conditions, we normalized the data and applied locally weighted multilinear regression (LWMR), which uses a Gaussian window (σ = 2500 kb) centered on each fragment for local smoothing (Materials and Methods). 

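From the Cry1 promoter, contacts with the body of the Cry1 gene rose between ZT08 and ZT20, and so did those with the upstream enhancer, while those 20 to 50 kb upstream moved little. Of 3109 fragments within 1 Mb, 66 passed an adjusted p of 0.05 computed from the p-values of the authors' deposited table, all with more contacts at ZT20, and 145 had an unadjusted p under 0.05. The 66 lay between 84588246 and 84655942.5 on chromosome 10, all within 100 kb of the bait. Fragments 20 to 50 kb downstream of the bait, inside Cry1, changed by a mean of 0.170 on the log10 scale (SD across 37 fragments 0.0672), and all 37 were higher at ZT20. Fragments at the same distance upstream, where no protein-coding gene is annotated, changed by 0.0304 (SD across 57 fragments 0.0200). Fragments 100 to 500 kb downstream, around Ric8b and Rfx4, changed by 0.00304. Across the annotated Cry1 gene (ENSMUSG00000020038, 84594447 to 84647799, minus strand) the change averaged 0.173 and 45 of 61 fragments passed.

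**Figure D1:**
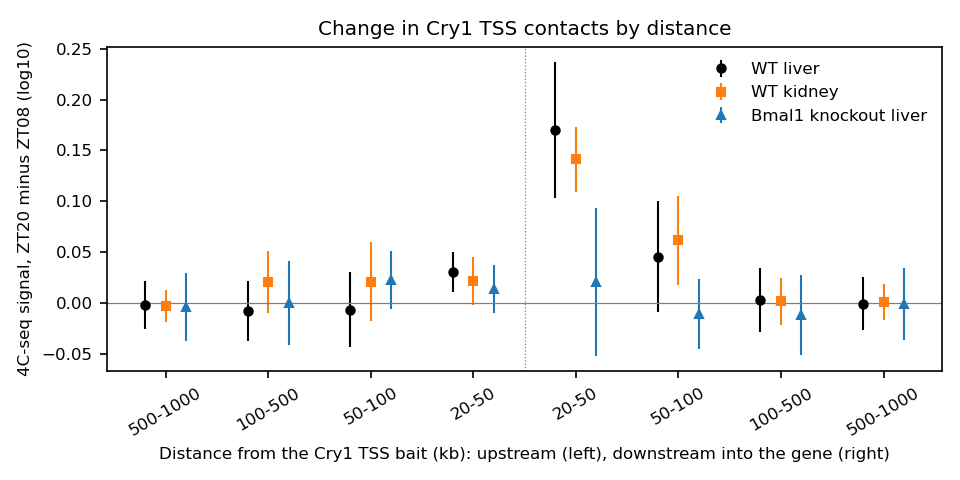
Mean ZT20 minus ZT08 change of the log10 4C-seq signal of the Cry1 TSS bait by distance from the bait in kb, for wild-type liver, wild-type kidney and Bmal1 knockout liver (bars, SD across fragments). At 20 to 50 kb downstream the means are 0.170 in wild-type liver, 0.141 in kidney and 0.0205 in Bmal1 knockout liver.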

For *Cry1,* the 4C-seq profiles after LWMR were similar between ZT08 and ZT20 except in a region downstream from the *Cry1* promoter, where the contact frequency was increased at ZT20 (Fig. 1A). 

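Within Cry1, the fragment with the largest Z-score lay at 84621930.5, 25.9 kb downstream of the TSS and inside intron 1, which spans 84619940 to 84647058. Its signal went from 0.754 ± 0.0243 (SE) at ZT08 to 1.05 ± 0.0243 at ZT20. This is a change of 0.300 (SE 0.0343), or a 2.21-fold higher rescaled count. In the authors' deposited table the Z-score of this fragment, signed as ZT08 minus ZT20, was -8.61 and its p was 5.45e-17. At the center of the intronic enhancer listed in Supplemental Table S4 (84623651 to 84626150), a region with 4 predicted sites for the nuclear receptors ROR and REV-ERB, the change was 0.279 (SE 0.0407; 2.12-fold). Among the 2818 fragments more than 100 kb away, 0 changed by as many standard errors.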

While the differential signal covered the entire *Cry1* locus*,* the largest difference was localized—peaking 26 kb downstream from the TSS in the first *Cry1* intron—and highly significant (*P* < 5.5 × 10^−17^ at the peak) (Fig. 1B, bottom tracks, vertical dotted line at the left). 

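Near the 3′ end of Cry1, the change from the Cry1 TSS bait reached a local maximum at 84591351, 56.4 kb downstream of the TSS and just beyond the last exon, which ends the gene at 84594447. It lies between Cry1 and the neighboring gene Mterf2, annotated as Mterfd3 from 84582181 to 84590746. The signal there went from 0.391 to 0.542, a change of 0.151 (SE 0.0337). Between this position and the intron the change dropped to 0.111 (SE 0.0398) at 84600406.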

A secondary peak was observed near the 3′ end of the *Cry1* transcript.

**Figure 1.**
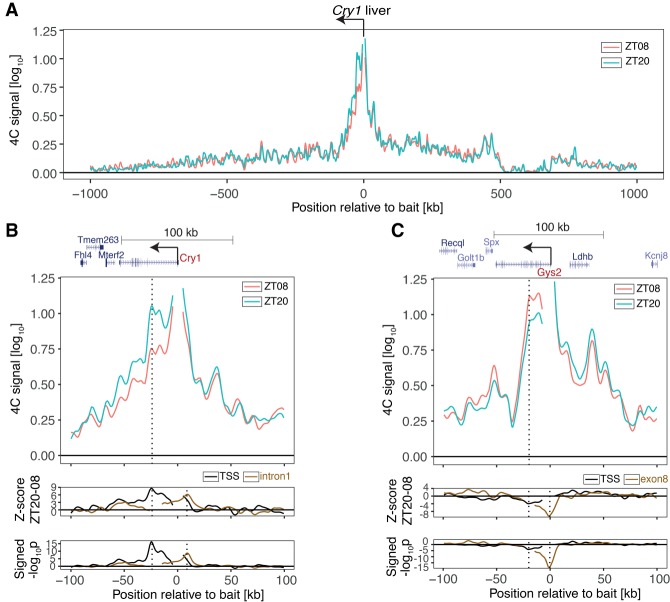
Rhythmic chromatin interactions in mouse livers. (*A*) 4C-seq data (LWMR summarizes *n* = 4 animals per group) in a 2-Mb genomic region surrounding *Cry1* at ZT08 and ZT20. (*B*) 4C-seq signals in a 200-kb genomic region surrounding *Cry1* at ZT08 and ZT20. (*Bottom* tracks) *Z*-score and signed −log_10_(*p*) show rhythmic contacts between the promoter region and the intronic region. (Black) *Cry1* TSS bait (*P* < 10^−16^ at peak); (brown) *Cry1* intron1 bait (*P* < 10^−8^ at peak). (*C*) Same as *B*, targeting the *Gys2* promoter. (*Bottom* tracks) Same as *B* for *Gys2* TSS bait (*P* < 10^−4^ at peak). (Brown) *Gys2* exon8 bait (*P* < 10^−18^ at peak). Vertical dotted lines show the positions locally of maximal differential chromatin interactions.

To further validate the time-dependent contacts, we placed a bait at the +26-kb intronic site (reciprocal 4C-seq). The reciprocal 4C-seq confirmed the increased contact frequency with the *Cry1* promoter region at ZT20 compared with ZT08 (Fig. 1B bottom tracks, brown solid line; Supplemental Fig. S2A). 

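The Cry1 intron1 bait, at 84625593.5 in the fragment that holds the intronic enhancer, contacted the Cry1 promoter more at ZT20. At the promoter region of Supplemental Table S4 (84646151 to 84648650) the signal went from 0.688 at ZT08 to 0.851 at ZT20, a change of 0.163 (SE 0.0438; 1.57-fold), and 4 of 2865 fragments more than 100 kb away changed by as many standard errors. Of 3150 fragments, 20 passed an adjusted p of 0.05, all higher at ZT20 and all between 84647693 and 84659770, and 130 had an unadjusted p under 0.05. Without the authors' smallest variance 35 passed, 10 of them lower at ZT20 and more than 100 kb away. The libraries held 7595330 to 8612114 reads at ZT08 (3 of 4 kept) and 6390273 to 8375731 at ZT20 (4 of 4 kept).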

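Upstream of Cry1, the intron1 bait showed its largest Z-score at 84655376, 7.58 kb from the TSS on the side away from the gene. The change there was 0.257 (SE 0.0398; 2.22-fold), from 0.471 at ZT08 to 0.727 at ZT20. The authors' deposited table gives a Z-score of -6.20, signed as ZT08 minus ZT20, and a p of 1.82e-09 for this fragment. At the center of the upstream enhancer of Supplemental Table S4 (84651651 to 84654150), which has 2 predicted ROR and REV-ERB sites, the change was 0.227 (SE 0.0401). From the Cry1 TSS bait the same enhancer went from 0.913 to 1.07, a change of 0.157 (SE 0.0310; 1.49-fold). It lies 6.66 kb from that bait, close to the nearest fragment the table holds (4626 bp).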

In fact, the reciprocal differential signal peaked 7 kb upstream of the *Cry1* TSS, a site that was also differentially contacted by the *Cry1* TSS bait (*P* < 1.9 × 10^−9^) (Fig. 1B, bottom tracks, vertical dotted line at the right; Supplemental Fig. S2A; Supplemental Table S1). Thus, these 4C-seq data in the liver suggested dynamic contacts between the *Cry1* promoter and the +26-kb intronic site as well as the −7-kb upstream site. Since *Cry1* mRNA accumulated rhythmically in the kidney (Supplemental Fig. S3A), we also performed 4C-seq in kidneys. 

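In kidneys of night-fed wild-type mice, Cry1 mRNA rose and fell with the time of day. RNA was measured every 2 h over both days of sampling, with 1 column per time point, so that each time of day has 2 columns a day apart, in log2 RPKM as the authors deposited it. Cry1 averaged 5.43 RPKM, with its highest value, 12.4, at ZT18 and its lowest, 1.03, at ZT06, a 12.1-fold range. A 24-h harmonic explained 0.942 of its variance (permutation test over 24 time points, one-sided p = 1e-05, the smallest that 100000 permutations can give), with a peak at 18.5 h. Among genes listed before the data were examined, 16 of 17 measured core clock genes passed an adjusted p of 0.05 from limma, and all 6 with ROR and REV-ERB elements did, with the same counts when adjusted over the list alone. The circadian activator gene Arntl (BMAL1) peaked at 23.2 h and the repressor gene Nr1d1 (REV-ERBα) at 7.88 h. In all, 5935 of 13059 genes passed.

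Kidneys for 4C-seq came from 4 wild-type mice at each of ZT08 and ZT20. The Cry1 TSS libraries held 3868116 to 5765419 reads at ZT08 (median 4398007.5) and 5205330 to 5989930 at ZT20 (median 5616808.5). The Gys2 TSS libraries held 2205770 to 4093983 at ZT08 (median 2650425) and 1661794 to 4685450 at ZT20 (median 2582895). The authors' table gives kidney signals and variances without a Z-score, so the Z-scores of kidney fragments were computed here from the signals and their variances with no smallest variance added.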

Consistent with the liver data, these sites were also recruited to the *Cry1* promoter more frequently at ZT20 than at ZT08 (Supplemental Fig. S3B,C).

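In the kidney both Cry1 enhancers contacted the Cry1 promoter more at ZT20, the intronic one by less than in the liver. At the intronic enhancer the signal went from 0.734 at ZT08 to 0.864 at ZT20, a change of 0.130 (SE 0.0408; 1.43-fold). Of 2818 fragments more than 100 kb away, 14 changed by as many standard errors. At the upstream enhancer the change was 0.144 (SE 0.0310; 1.46-fold), which 0 of 2818 reached. The intronic change in the liver exceeded that in the kidney by 0.150 (SE 0.0576), a difference that 30 of 2818 distant fragments also reached. In the kidney 62 of 3109 fragments passed an adjusted p of 0.05, 49 of them within 100 kb of the bait and 49 higher at ZT20, and 256 had an unadjusted p under 0.05. The largest Z-score, 5.45, was at 84621383 in Cry1 intron 1, 26.4 kb from the TSS. The share of reads within 2 Mb of the bait also rose, by 7.10 points (exact permutation p = 0.0286), and its part in these changes was not separated. From the liver data, the paper proposes dynamic contacts of the Cry1 promoter with the intronic and the upstream sites.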

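The Gys2 promoter contacted the middle of the Gys2 gene less at ZT20 than at ZT08. Gys2 (ENSMUSG00000030244) encodes liver glycogen synthase and spans 142371133 to 142421629 on chromosome 6, minus strand. At the exon 8 enhancer of Supplemental Table S4 (142398799 to 142401298), which includes exon 8 at 142400054 to 142400160, the signal went from 1.05 ± 0.0366 (SE) at ZT08 to 0.869 ± 0.0259 at ZT20. The change of -0.178 (SE 0.0448) is a 0.631-fold count, and 0 of 2631 fragments more than 100 kb away changed by as many standard errors. The largest Z-score fell on the fragment at 142400933.5, 20.7 kb from the TSS, with a change of -0.186 (SE 0.0461). The authors' deposited table gives it a p of 8.67e-05. After adjustment of the deposited p-values 0 of 2915 fragments passed, with 92 at an unadjusted p under 0.05.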

Opposite to *Cry*1, the *Gys2* promoter contacted an intragenic region more frequently at ZT08 versus ZT20 (Fig. 1C), with a peak 21 kb downstream from the TSS in exon 8 (*P* < 8.7 × 10^−5^ at peak) (Fig. 1C, bottom tracks, black solid line, vertical dotted line at the left), consistent with its anti-phasic rhythmic mRNA accumulation (Supplemental Fig. S1A). This significant differential signal was validated by reciprocal 4C-seq using the exon 8 as bait (*P* < 2.3 × 10^−19^ at peak) (Fig. 1C, bottom tracks, brown solid line, vertical dotted line at the right; Supplemental Fig. S2B). 

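From the Gys2 exon8 bait, at 142399955.5, contacts with the Gys2 promoter (142420299 to 142422798) fell by more than those seen from the promoter side, from 1.17 ± 0.0273 (SE) at ZT08 to 0.802 ± 0.0237 at ZT20. The change was -0.367 (SE 0.0361), a 0.388-fold count. The largest Z-score was at 142419385.5, 2.24 kb inside the gene, where the signal changed by -0.361 (SE 0.0343) and the authors' deposited table gives a p of 2.35e-19. Of 2945 fragments 31 passed an adjusted p of 0.05 and 123 an unadjusted p of 0.05. The 28 that fell lay between 142406678 and 142426891.5, around the 5′ part of Gys2, and the 3 that rose lay more than 100 kb away. These libraries held 4097990 to 4624630 reads at ZT08 (3 of 4 kept) and 3694380 to 6201606 at ZT20 (4 of 4 kept).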

In the kidney, where *Gys2* mRNA accumulation was constant and low, this differential signal was absent (Supplemental Fig. S3D–F). Thus, both gene promoters formed DNA loops with neighboring intragenic regions in *cis* that coincided with the timing of the respective peaks in *Cry1* and *Gys2* mRNA expression.

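In the kidney the Gys2 exon 8 enhancer showed no fall at ZT20: its signal was 0.713 at ZT08 and 0.764 at ZT20, a change of 0.0511 (SE 0.0366) that 454 of 2631 distant fragments also reached. The change in the liver lay below that in the kidney by -0.229 (SE 0.0579), which 0 of 2631 reached. Gys2 mRNA in night-fed kidney ranged from 12.5 to 17.7 RPKM over the 24 time points and had no detectable 24-h rhythm (permutation p = 0.140, one-sided). Elsewhere the kidney signal differed between the times. Of 2915 fragments 129 passed an adjusted p of 0.05, computed with no smallest variance added. Of these, 124 were higher at ZT20 and 94 lay within 100 kb of the promoter. The share of reads within 2 Mb of the bait also rose, by 8.85 points (exact permutation p = 0.0286). A gain around the whole bait therefore cannot be told apart from a change of single contacts. The largest Z-score, 5.83, was at 142467283, 45.7 kb upstream of the Gys2 TSS, beyond the lactate dehydrogenase gene Ldhb (142438769 to 142456477).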

### The dynamics of chromatin topology depend on BMAL1

To test whether these dynamic contacts depended on a functional circadian clock, we performed 4C-seq in the livers of clock-deficient animals (*Bmal1* knockout) in which *Cry1* and *Gys2* lost rhythmic expression and were constantly expressed at high and low levels, respectively (Supplemental Fig. S4A,B). 

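BMAL1, the product of Arntl, is the DNA-binding partner of CLOCK, and mice that lack it have no working circadian clock. Livers of 3 Bmal1 knockout mice were taken at each of ZT08 and ZT20. The Cry1 TSS libraries held 4260160 to 4757204 reads at ZT08, where 2 of 3 passed the authors' rule on empty fragments (median 4508682), and 3395000 to 4324501 at ZT20 (median 4108530). The Gys2 TSS libraries held 4813570 to 9035500 at ZT08 (median 8988495) and 5615250 to 8544110 at ZT20 (median 8108190), with all 3 kept. On average 72.4 and 70.5% of the Cry1 TSS reads of the knockout lay on other chromosomes at ZT08 and ZT20, against 63.0 and 61.4% in wild type. The authors' table gives the Z-score and p of each genotype, and the time effects of the genotypes were compared here fragment by fragment, with the 4 variances added.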

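In Bmal1 knockout livers the contacts of the Cry1 promoter with both Cry1 enhancers differed little between ZT08 and ZT20. The intronic enhancer had a signal of 1.08 ± 0.0408 (SE) at ZT08 and 1.11 ± 0.0333 at ZT20, a change of 0.0322 (SE 0.0526) that 1710 of 2818 distant fragments also reached. The upstream enhancer changed by 0.0236 (SE 0.0401), which 1743 of 2818 reached. Of 3109 fragments 0 passed an adjusted p of 0.05 from the deposited p-values, and 74 had an unadjusted p under 0.05. The largest Z-score lay far from Cry1, at 85369155 in the gene Prdm4.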

In *Bmal1* knockout, the *Cry1* +26-kb intronic and −7-kb upstream regions contacted the promoter at comparable frequencies at ZT20 and ZT08, suggesting static chromatin loops (Fig. 2A,B). 

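The Gys2 exon 8 enhancer had a signal of 0.834 ± 0.0299 (SE) at ZT08 and 0.868 ± 0.0299 at ZT20 in Bmal1 knockout livers. Its change of 0.0335 (SE 0.0423) was reached by 1164 of 2631 distant fragments. The authors' deposited table gives a p of 0.438 there. Of the 2915 Gys2 TSS fragments 0 passed an adjusted p of 0.05, with 80 at an unadjusted p under 0.05.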

For *Gys2*, the profile between the exon 8 region and the promoter was also static (Fig. 2C,D). 

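In Bmal1 knockout livers the Cry1 contacts were higher and the Gys2 contact lower than in wild type, mainly at ZT08. At ZT08 the intronic enhancer of Cry1 was higher in Bmal1 knockout than in wild type by 0.368 (SE 0.0499; 0 of 2818 distant fragments as large). At ZT20 it was still higher, by 0.120 (SE 0.0440; 85 of 2818 as large). The upstream enhancer of Cry1 was higher in the knockout by 0.167 (SE 0.0381) at ZT08 and differed by 0.0346 (SE 0.0334) at ZT20. The exon 8 enhancer of Gys2 had a knockout minus wild-type difference at ZT08 of -0.212 (SE 0.0473; 0 of 2631 as large). At ZT20 the genotypes differed there by -8.69e-04 (SE 0.0395; 2595 of 2631 as large). Beyond 100 kb the genotypes differed on average by -0.00575 at ZT08 and -0.00790 at ZT20 for the Cry1 bait. The share of reads within 2 Mb of this bait was also higher in the knockout at ZT08, 44.9% (n = 2) against 41.0% (n = 4). At ZT20 it was 46.1% against 45.6%. For the Gys2 TSS bait at ZT08 it was 54.4% against 53.9%. The part of this share in the Cry1 differences was not separated. The signal differences rest on fitted errors and not on single mice.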

Comparing wild-type and *Bmal1* knockout at both time points revealed that for *Cry1*, the loop was locked in a closed conformation (Supplemental Fig. S4C, constitutively high frequencies), and for *Gys2*, it was locked in an open conformation (Supplemental Fig. S4D, constitutively low frequencies). Thus, the closed and open states of DNA loops concurred with high and low transcription, respectively (Supplemental Fig. S4, cf, A,C and B,D). We note that these 4C profiles suggested a BMAL1-independent interaction upstream of *Gys2* (Fig. 2C, lower panels), but this effect was less robust compared with the BMAL1-dependent intragenic looping. 

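Upstream of Gys2, fragments 20 to 50 kb from the promoter (142441548 to 142471548, a stretch that includes part of Ldhb) were higher at ZT20 than at ZT08 in both genotypes. The mean change over 48 fragments was 0.0858 in wild-type liver and 0.0800 in Bmal1 knockout liver, and all 48 were higher at ZT20 in each. The mean standard error of a fragment was 0.0377 in wild type and 0.0355 in the knockout. In each genotype 0 of the 48 passed an adjusted p of 0.05. The largest Z-score in wild type was at 142442055 in Ldhb, with a change of 0.116 (SE 0.0365), and in the knockout at 142463143, with a change of 0.126 (SE 0.0365).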

As a negative control, we targeted the *Hoxd4* locus, which is a transcriptionally silent region in the adult liver. As expected, chromatin contact profiles at the *Hoxd4* locus remained static over time in both wild-type and *Bmal1* knockout livers (Fig. 2E; Supplemental Fig. S4E). These data thus showed that rhythmic loops in *Cry1* and *Gys2* depended on the clock TF BMAL1.

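The time effect at each enhancer was larger in wild-type than in Bmal1 knockout livers. At the intronic enhancer of Cry1 the difference of the ZT20 minus ZT08 changes between genotypes was 0.247 (SE 0.0666), which 0 of 2818 distant fragments reached. At the upstream enhancer of Cry1 it was 0.133 (SE 0.0507), which 48 of 2818 reached. That difference was 0.0935 and within 2 standard errors when the signals were smoothed to 5000 bp. At the exon 8 enhancer of Gys2 it was -0.211 (SE 0.0616), which 1 of 2631 reached. From the loss of these differences in the knockout, the paper concludes that the rhythmic loops at Cry1 and Gys2 depend on BMAL1.

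**Figure D2:**
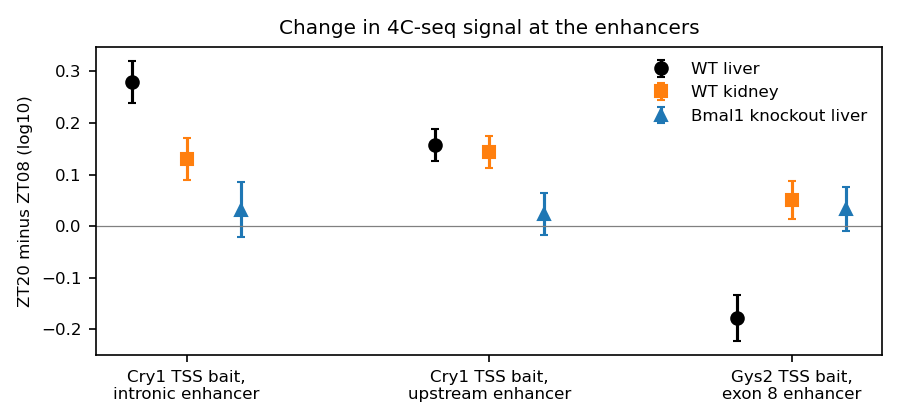
ZT20 minus ZT08 change of the log10 4C-seq signal at the Cry1 intronic, Cry1 upstream and Gys2 exon 8 enhancers in wild-type liver, wild-type kidney and Bmal1 knockout liver (bars, standard error). The Cry1 intronic change is 0.279, 0.130 and 0.0322 in the 3 conditions, and the Gys2 change is -0.178, 0.0511 and 0.0335.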

**Figure 2.**
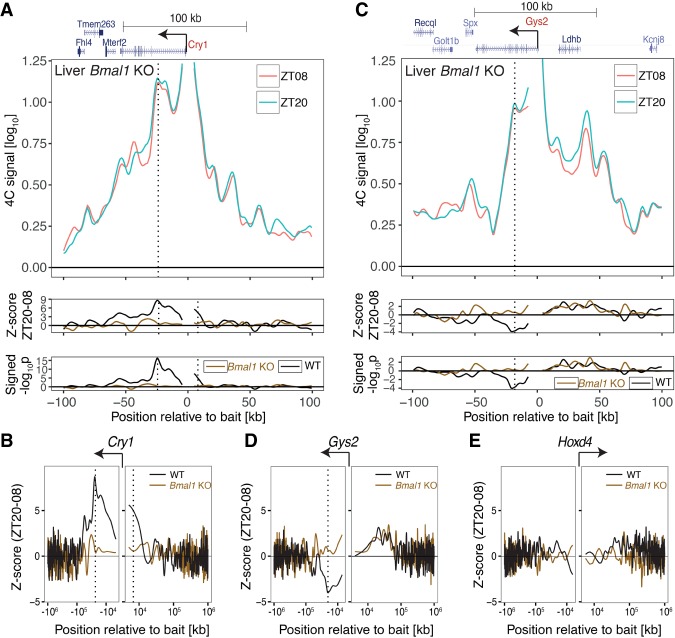
The dynamics of chromatin topology depend on BMAL1. (*A*, *top*) 4C-seq signal targeting *Cry1* from the livers of *Bmal1* knockout mice at ZT20 versus ZT08 shows loss of rhythms in chromatin interactions. (*Bottom*) *Z*-score and signed −log_10_(*p*) of differential 4C-seq signal (ZT20–ZT08) in wild-type versus *Bmal1* knockout. Vertical lines show BMAL1-dependent rhythmic contacts. (*B*) *Z*-score in a 2-Mb genomic region surrounding *Cry1* in wild-type versus *Bmal1* knockout. (*C*) Same as in *A* but for *Gys2* bait. (*D*,*E*) Same as in *B* but for *Gys2* (*D*) and *Hoxd4* (*E*) baits*. B* and *D* show that the BMAL1-dependent rhythmic contacts are localized within 100 kb of the bait.

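Beyond 100 kb from the Cry1 TSS bait, 0 of 2818 fragments passed an adjusted p of 0.05 in wild-type liver with the deposited p-values. Without the authors' smallest variance 74 fragments of this bait passed, 4 of them more than 100 kb away. The farthest fragment to pass with the deposited p-values lay 58.1 kb from the bait. Fragments 100 to 500 kb upstream of Cry1 changed by a mean of -0.00842 in wild type and -3.72e-04 in Bmal1 knockout. For the Gys2 TSS bait, fragments 20 to 50 kb downstream changed by -0.0474 (SD across 45 fragments 0.0536) in wild type and 0.0384 (SD 0.0279) in the knockout, and those 100 to 500 kb downstream by 0.00396 and 0.00270.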

### Rhythmic DNA loops connect gene promoters with daily active enhancers

To characterize the interacting genomic regions, we integrated temporal data on DNase-I hypersensitivity sites (DHSs) with ChIP-seq (chromatin immunoprecipitation [ChIP] combined with high-throughput sequencing) data for RNA polymerase II (Pol II), the activity-related chromatin mark H3K27ac (Sobel et al. 2017), and rhythmically active TFs (Rey et al. 2011; Zhang et al. 2015). This allowed us to assess whether the rhythms in DNA contacts coincided with rhythms in activity-related chromatin marks. For *Cry1*, RNA Pol II and H3K27ac signals peaked near ZT20 (Fig. 3), while, for *Gys2*, they peaked near ZT08 (Fig. 4). However, while RNA Pol II signals extended throughout the gene bodies, H3K27ac signals were spatially confined around the largest differential contact precisely at sites marked with DHSs. Furthermore, both the 26-kb downstream intronic site and the 7-kb upstream site of the *Cry1* TSS contained a RORE-responsive element (RRE) and were bound by the circadian TFs REV-ERBα and RORγ (Fig. 3; Supplemental Table S4; Zhang et al. 2015). In mouse fibroblasts, the intronic RRE is required for proper timing of *Cry1* expression (Ukai-Tadenuma et al. 2011). The interacting *Gys2* exon 8 site was bound by the clock regulator BMAL1 at ZT06 (Rey et al. 2011) and by REV-ERBα at ZT10 (Fig. 4). This indicated that DNA contacts connected local rhythmically active enhancer elements with the promoters of *Cry1* and *Gys2*.

**Figure 3.**
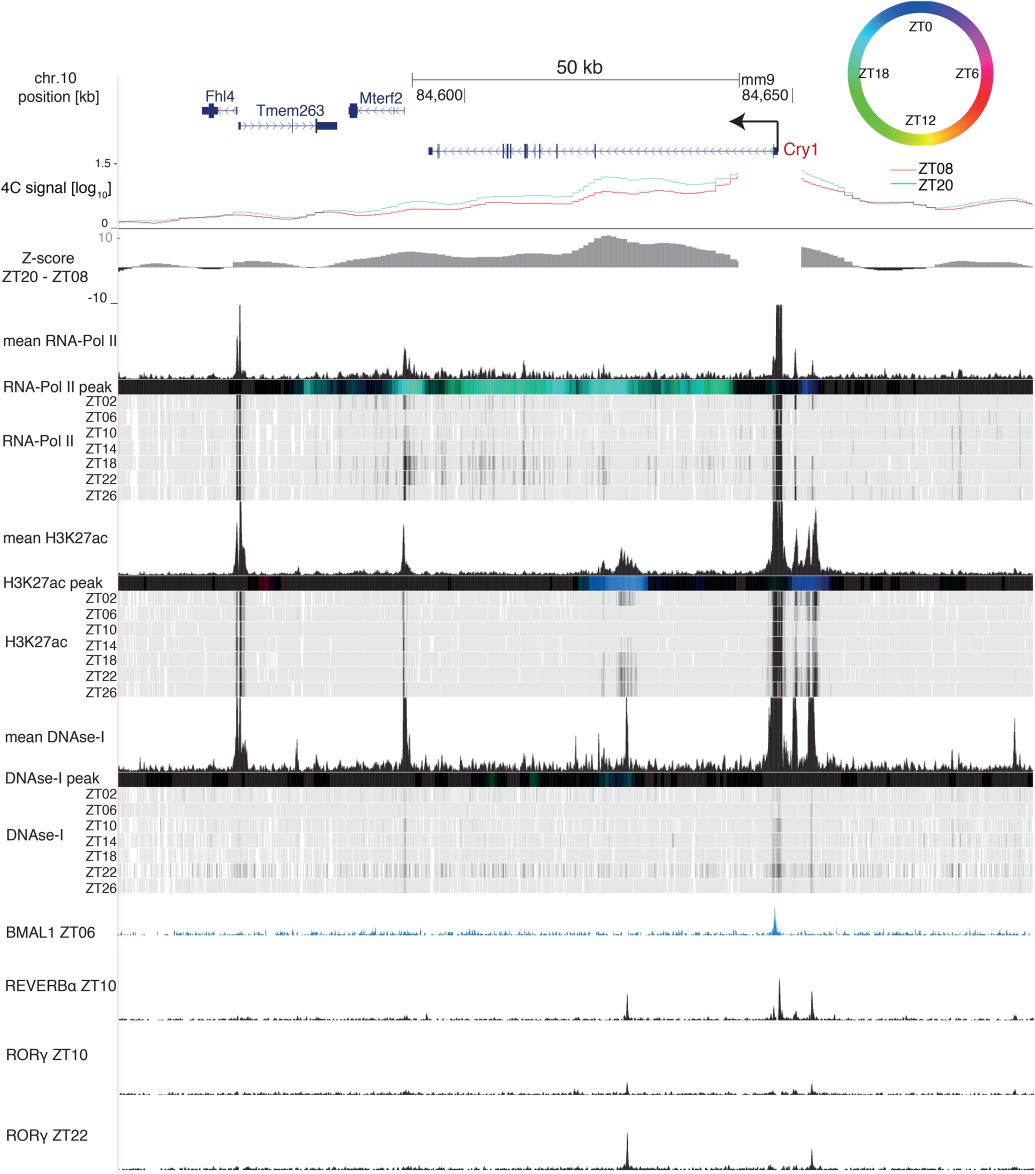
The rhythmic *Cry1* loop connects the promoter with a H3K27ac-marked enhancer. The *Cry1* genomic region containing 4C-seq signals from *Cry1* TSS at ZT08 (red) and ZT20 (blue) and *Z*-score (ZT20–ZT08) in wild-type livers. RNA Pol II loadings (ChIP-seq), H3K27ac mark (ChIP-seq), and DNase-I signal are from Sobel et al. (2017). Temporally averaged signals and temporal signals of each mark are plotted. Colored bars represent peak times according to the color legend at the *top right*; black signifies no rhythm (Materials and Methods). BMAL1 ChIP-seq signal is from Rey et al. (2011), and REV-ERBα and RORγ ChIP-seq signals are from Zhang et al. (2015).

**Figure 4.**
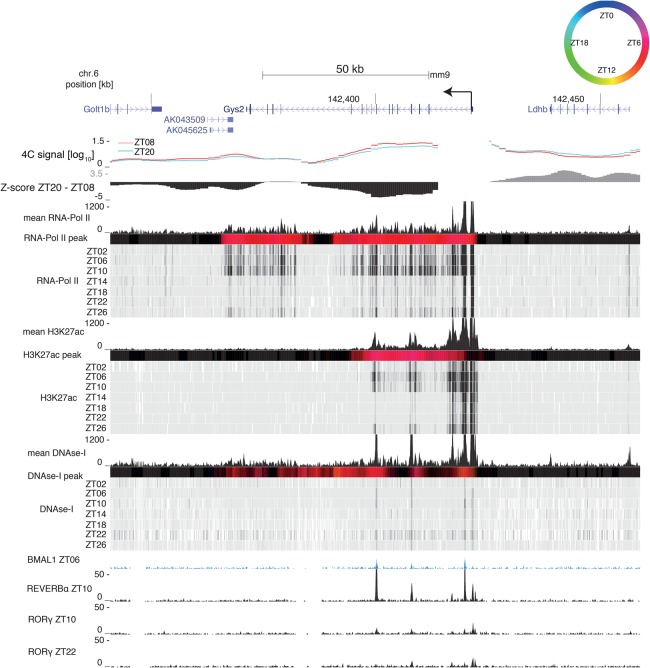
The rhythmic *Gys2* loop connects the promoter with a H3K27ac-marked enhancer. The *Gys2* genomic region containing 4C-seq signals from the *Gys2* TSS at ZT08 (red) and ZT20 (blue) and *Z*-score (ZT20–ZT08) in wild-type livers. RNA Pol II loadings (ChIP-seq), H3K27ac mark (ChIP-seq), and DNase-I signal are from Sobel et al. (2017). Temporally averaged signals and temporal signals of each mark are plotted. Colored bars represent peak times according to the color legend at the *top right*; black signifies no rhythm (Materials and Methods). The BMAL1 ChIP-seq signal is from Rey et al. (2011), and the REV-ERBα and RORγ ChIP-seq signals are from Zhang et al. (2015).

### Deleting the *Cry1* intronic enhancer in mice shortens the circadian locomotor period

To study the function of the rhythmic chromatin interactions, we generated a mouse strain (*Cry1Δe*) with a 300-base-pair (bp) deletion covering the *Cry1* intronic enhancer (Supplemental Fig. S5A,B). We measured spontaneous locomotor activity in constant darkness and observed that *Cry1Δe* animals had an endogenous circadian period that was significantly shorter (*P* < 1.1 × 10^−5^, *t*-test) by 15 min compared with wild-type littermates (Fig. 5A; Supplemental Fig. S5C,D). Such period shortening is in the range of classic short period core clock mutants such as *Per1* (Cermakian et al. 2001) and *Clock* (Debruyne et al. 2006). As *Cry1* loss of function shortens the circadian period by 1.2-h (van der Horst et al. 1999), our noncoding DNA deletion suggests a *Cry1* hypomorph.

**Figure 5.**
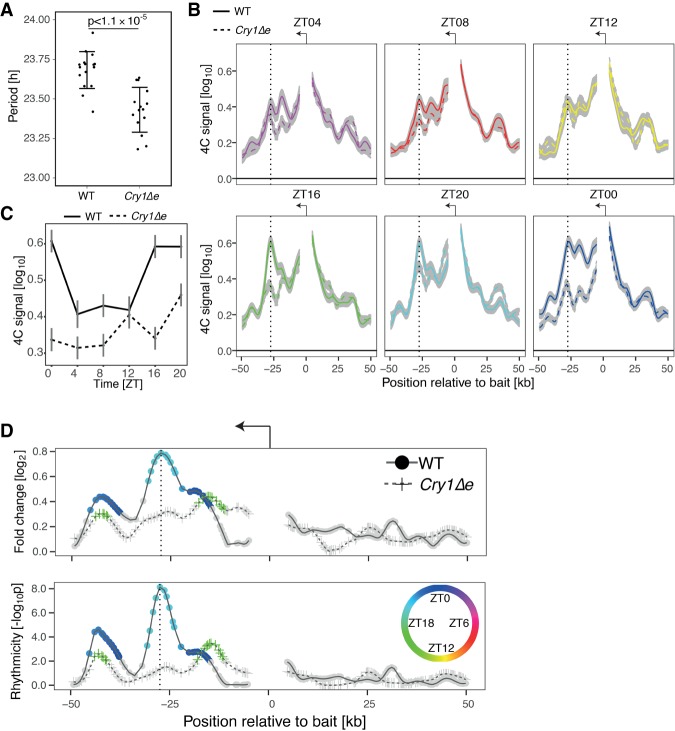
Deleting the *Cry1* intronic enhancer in mice shortens the period of the clock and disrupts oscillations in *Cry1* promoter–enhancer contact frequencies. (*A*) The circadian period of spontaneous locomotor activity is significantly different between *Cry1Δe* and wild-type littermates. The mean period and standard deviation were calculated from 16 wild-type and 15 *Cry1Δe* littermates. *P* = 1.1 × 10^−5^, *t*-test. (*B*) 4C-seq signal for *Cry1* TSS bait over time in livers (LWMR summarizes *n* = 3 animals per group; gray shade shows ±standard error) in wild-type versus *Cry1Δe* littermates. Vertical lines show the +26-kb intronic enhancer. (*C*) 4C-seq signal over time adjacent to the intronic enhancer. (*D*) log_2_ fold change and −log_10_(*p*) from rhythmicity analysis of 4C-seq signal over time. *P* < 10^−8^ at peak, LWMR, χ^2^ test. Fragments with *P*< 0.01 are colored by time of peak contact frequency (color legend is shown at the *right*).

### Expression of *Cry1*, clock, and clock output genes is perturbed in *Cry1Δe*

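PolyA-selected RNA from liver and kidney of Cry1Δe mice and wild-type littermates was sequenced at 6 time points, every 4 h, with 3 mice per genotype, tissue and time. The authors deposited the values as RPKM. Low values are multiples of a step shared by the 3 columns of a condition, so the libraries were not scaled one by one. The liver columns sum to 87171 to 110242 in wild type (median 100827) and 83690 to 127350.6 in Cry1Δe (median 97846). The kidney columns sum to 83458 to 109770 in wild type (median 92378) and 75413.2 to 106066 in Cry1Δe (median 94536). Read totals per library are not in the table, so the depth itself is unknown. Genes with a mean of at least 1 RPKM were kept, 10521 in liver and 11779 in kidney, and log2 of RPKM plus 1 was fitted with limma, with a 24-h cosine and sine for each genotype. The liver means of the abundant transcripts Alb and Ahsg are 66.7 and 69.8 RPKM in this table.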

To investigate the link between the deletion, promoter–enhancer looping, and *Cry1* expression in livers and kidneys, we first generated temporal RNA sequencing (RNA-seq) data in *Cry1Δe* and wild-type littermates under an entraining light–dark cycle. 

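In both tissues most clock genes kept their daily rhythm in Cry1Δe mice. In the liver the circadian output gene Dbp peaked at 10.6 h in wild type and 10.2 h in Cry1Δe, with peak-to-trough changes of 4.11 and 4.18 on the log2 scale. In the kidney its peak-to-trough changes were 3.41 and 3.29. The circadian activator gene Arntl had peak-to-trough changes of 2.73 and 3.15 in liver and 2.91 and 2.86 in kidney. Of the genes with ROR and REV-ERB elements, the class to which Cry1 itself belongs, 6 of 6 were rhythmic in each genotype in the liver, and 5 of 6 in the kidney (6 of 6 when adjusted over the list alone). Of the E-box and D-box clock genes 8 of 8 were rhythmic in each genotype in the liver and 8 of 9 in the kidney, and 8 of 8 and 9 of 9 when adjusted over the list alone.

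Between genotypes 0 of 10521 genes differed in mean level in the liver and 0 of 11779 in the kidney at an adjusted p of 0.05 from limma, with 92 and 167 at an unadjusted p under 0.05. The smallest unadjusted p in the liver was that of the retinol and steroid dehydrogenase gene Hsd17b6 (log2 change -0.32, SE 0.08, limma adjusted p = 1.00, lower at 6 of 6 time points). In the kidney it was that of the cytochrome gene Cyp1b1 (log2 change 0.31, SE 0.08, limma adjusted p = 1.00, higher at 6 of 6). In the kidney 6 of 6 stromal marker genes and 8 of 8 immune marker genes lay higher in Cry1Δe, with medians of 0.09 and 0.07 on the log2 scale (camera with a preset correlation, adjusted p = 7.04e-07 and 1.62e-05). These calls were lost at an adjusted p = 0.0993 and an adjusted p = 0.205 with an estimated correlation. In the same kidneys 6 of 7 hepatocyte marker genes lay lower in Cry1Δe, with a median of -0.38 (adjusted p = 3.32e-05 with a preset and 0.0993 with an estimated correlation), and 3 wild-type libraries held more Alb than the other kidney libraries. Genotype accounted for 2.07% of the variance in liver (permutation p = 0.936, one-sided) and 2.06% in kidney (p = 0.853).

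A 24-h rhythm passed an adjusted p of 0.05 in 1532 genes of wild-type and 1328 of Cry1Δe liver, 970 of them in both. In the kidney 3.47% of the 11779 genes passed in wild type and 249 genes in Cry1Δe, 185 of them in both. Leaving out single kidney libraries moved these counts by over 1.5 times. Without replicate 3 of Cry1Δe at ZT12, which had the lowest column sum (75413.2) and a PC1 of 51.3 where no other library exceeded 14.9, they were 676 and 420. In wild-type kidney 614 genes passed without wild-type replicate 1 at ZT00 and 270 without wild-type replicate 3 at ZT08. Without a whole time point the counts fell as low as 735 and 709 in liver (without ZT08) and 122 (without ZT08) and 118 (without ZT04) in kidney. After quantile normalization the counts were 3755 and 3837 in liver and 2025 and 1485 in kidney. The rhythm itself differed between genotypes in 0 genes of either tissue with limma, with 128 in liver and 48 in kidney at an unadjusted p under 0.05.

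**Figure D3:**
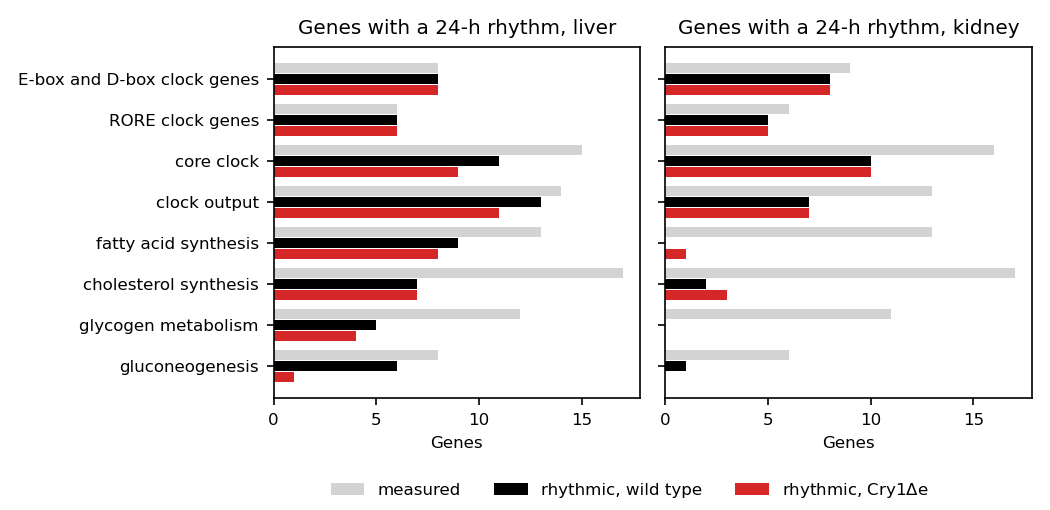
Number of genes measured and number with a 24-h rhythm at an adjusted p of 0.05 in wild-type littermates and in Cry1Δe, for 8 gene lists, in liver and kidney (bars start at 0). Of 15 core clock genes measured in liver, 11 were rhythmic in wild type and 9 in Cry1Δe.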

The transcriptomes in *Cry1Δe* and wild-type littermates were comparable overall in both tissues (Supplemental Fig. S6A). While *Cry1* mRNA levels remained rhythmic in both genotypes, likely driven by further regulatory sites (e.g., the TSS and −7-kb sites), the peak expression at ZT20 was significantly reduced by 27% in the livers (15% in the kidneys) of *Cry1Δe* animals compared with wild type (Supplemental Fig. S6B). 

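Cry1, which encodes a repressor of CLOCK and BMAL1, was lower at its peak in Cry1Δe liver. At ZT20 its mRNA was 16.0 ± 0.658 RPKM in wild-type littermates and 12.4 ± 0.493 in Cry1Δe (SD, n = 3 mice each), a change of -22.4%. Every Cry1Δe mouse was below every wild-type mouse, the highest at 12.98 against a lowest of 15.3 (exact permutation test, two-sided p = 0.1, the smallest that 3 mice against 3 allow). On the log2 scale the change was -0.34 (SE 0.08, adjusted p = 1.00 over 10495 genes from limma). At ZT08, near its trough, Cry1 was higher in Cry1Δe liver, 5.05 ± 0.284 against 3.50 ± 0.609 RPKM (SD, n = 3 each; exact permutation p = 0.1), and at ZT00 and ZT04 it was lower by -30.8% and -37.7% (exact permutation p = 0.4 and 0.2). In the kidney at ZT20 Cry1 was 7.05 ± 0.694 in wild type and 6.32 ± 0.497 in Cry1Δe (SD, n = 3 each), a change of -10.4% within the spread of the mice (exact permutation p = 0.2). At ZT00 it was 5.80 ± 0.812 in wild-type and 4.02 ± 0.441 in Cry1Δe kidney (SD, n = 3 each), a change of -30.7% (exact permutation p = 0.1). From the rhythm that remains in both genotypes, the paper proposes that further sites such as the TSS and the upstream enhancer drive Cry1.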

Quantifying the intronic reads as a proxy for transcription showed that *Cry1* transcription was also phase-advanced in *Cry1Δe* animals (Supplemental Fig. S6C). Moreover, CRY1 protein abundance in the liver was lower in *Cry1Δe* compared with wild type, consistent with a reduction in mRNA levels (Supplemental Fig. S6D,E).

As is known in chronobiology, entraining a short period circadian oscillator by an external light–dark cycle leads to a phase advance of internal timing markers (Aschoff and Pohl 1978). This prediction was confirmed in the transcriptome data. Indeed, core clock and clock-controlled genes (Supplemental Table S5) were phase-advanced by, on average, 30 min in the livers of *Cry1Δe* animals compared with wild type (*P* < 0.01 binomial test) (Supplemental Fig. S6F), with *Cry1* showing the largest phase advance (*P* = 0.011 for livers; *P* = 0.047 for kidneys, bootstrap test) (Supplemental Fig. S6B).

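Clock genes peaked earlier on average in Cry1Δe liver, by an amount that did not pass a test over all mice. The mean shift of 15 core clock and clock output genes rhythmic at an unadjusted p under 0.01 in both genotypes and tissues was -30.5 min in the liver (permutation of genotype labels within time points, two-sided p = 0.0912). Of the 15 genes, 14 were advanced (one-sided permutation p = 0.0324). Cry1 shifted most, from 19.8 h in wild type to 18.0 h in Cry1Δe (-1.82 h, permutation p = 0.0241, adjusted p = 0.361 over the 15 genes). Clock shifted by -1.20 h and the period gene Per2 by -0.582 h, each with an adjusted p of 0.596. Ppard was the exception, with 0.181 h. In the kidney the mean shift was -2.41 min (permutation p = 0.873), 8 of 15 genes were advanced, and Cry1 shifted by -0.397 h (permutation p = 0.311). The liver and kidney means differed by -28.1 min (permutation p = 0.229), so a difference between the tissues was not shown. After quantile normalization the liver mean was -19.6 min over 19 genes. Without replicate 3 of Cry1Δe at ZT08 it was -0.176 h. It passed 0.05 without wild-type ZT08 replicate 3 (-0.649 h, permutation p = 0.0373), Cry1Δe ZT00 replicate 2 (-0.621 h, permutation p = 0.0405), Cry1Δe ZT04 replicate 1 (-0.610 h, permutation p = 0.0482) or all of ZT20 (-0.739 h, permutation p = 0.0429). In the kidney the mean turned to 0.214 min when genes had to reach 5 RPKM. The paper takes as known that a clock of shorter period runs ahead when entrained by a light-dark cycle, and sets the advance in the liver against that prediction.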

### The *Cry1Δe* mutation disrupts rhythmic chromatin topology

Next, we explored the dynamics of chromatin topology along the 24-h cycle in liver sampled every 4 h in wild type and *Cry1Δe* (*n* = 3 per time point). 

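Livers for 4C-seq around the clock were taken from 3 mice per time point and genotype, with 2 libraries at some times. For the Cry1 TSS bait, placed at 84647693.5 on chromosome 10, the wild-type libraries held 780811 to 2942740 reads and the Cry1Δe libraries 915814 to 3203970, less than in the day and night libraries. The median per time point ran from 1081419 to 1555992 in wild type and from 1049880 to 1411654 in Cry1Δe. The upstream bait lay at 84653897, and its groups hold 1 to 3 kept libraries, with 1 at ZT12 in each genotype. The authors' table gives a fitted log10 signal and variance per fragment and time, up to 2 Mb from the bait, with no test. Here a 24-h cosine and sine were fitted by unweighted least squares over the 6 times at every fragment within 1 Mb. A chi-square test with 2 degrees of freedom, with errors from the deposited variances, gave a p per fragment. Since this test knows only the fitted errors, an exact permutation of the 6 time points was added at each named site, which gives 60 distinct values and so no p below 0.0167. The deletion in Cry1Δe spans 84624570 to 84624869, between the cuts of both guides, and contains 0 DpnII sites, so the fragment around it (84624161 to 84627024) is 300 bp shorter in the mutant.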

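In wild-type littermates the Gys2 promoter and its exon 8 enhancer contacted each other most in the light phase from both ends. From the Gys2 TSS bait the enhancer had a peak-to-trough change of 0.196 on the log10 scale (SE 0.0300), with a phase of 8.10 h (chi-square p = 5.12e-10 and exact permutation p = 0.05). The signal was highest at ZT08 (0.703) and lowest at ZT20 (0.469). From the Gys2 exon8 bait the promoter had a change of 0.231 (SE 0.0399), with a phase of 7.20 h (chi-square p = 5.66e-08 and exact permutation p = 0.0167). An adjusted p of 0.05 was passed by 24 of 2943 fragments of the Gys2 TSS bait, all between 142395143 and 142411458.5, with a median phase of 6.51 h. It was passed by 22 of 2945 fragments of the exon8 bait, with a median phase of 7.37 h. Without ZT08 both counts were 0, and without ZT00 they were 51 and 44. The libraries of these baits held 715417 to 4511487 and 676362 to 1843058 reads.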

First, we confirmed oscillatory chromatin interactions in *Gys2* in wild type*.* Indeed, the *Gys2* promoter rhythmically recruited the +21-kb enhancer, peaking near ZT08 in both the TSS bait and exon 8 bait (*P* < 10^−6^ at the peak harmonic regression) (Supplemental Fig. S7A–C). 

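At Hoxd4, a homeobox gene silent in the adult liver, 0 of 2842 fragments had a 24-h rhythm in contacts at an adjusted p of 0.05 from the chi-square test, and 245 had an unadjusted p under 0.05. The largest rhythm within 100 kb was at 74604844.5 on chromosome 2, downstream of Hoxd4 (74560035 to 74567217), with a peak-to-trough change of 0.0688 (SE 0.0234, chi-square p = 0.0133 and exact permutation p = 0.467). The kept libraries held 823118 to 1807810 reads, 2 or 3 per time point. In simulated profiles with the errors of this bait, drawn independently and with 200 fragments made rhythmic at once, 95.5% of rhythms of 0.1 were recovered. This does not show that a single rhythm of that size near the bait would be found. From the Cry1 TSS bait in Cry1Δe a rhythm of 0.106 (SE 0.0239) within 100 kb was not called.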

As negative control, the *Hoxd4* bait measured around the clock did not show oscillatory contacts (Supplemental Fig. S7D). 

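For wild-type Cry1, contacts of the promoter with intron 1 were highest from ZT16 to ZT00. At the center of the intronic enhancer the signal ranged from 0.364 at ZT04 to 0.542 at ZT00, a fitted peak-to-trough change of 0.151 (SE 0.0375) with a phase of 21.3 h (chi-square p = 2.88e-04 and exact permutation p = 0.283). At the stated offset of 26 kb the change was 0.233 (SE 0.0369) with a phase of 20.0 h (chi-square p = 2.36e-09 and exact permutation p = 0.3). The largest chi-square lay at 84620252, 27.5 kb from the TSS, with a change of 0.237 (p = 1.35e-09). Of 3152 fragments 24 passed an adjusted p of 0.05 and 375 an unadjusted p of 0.05. The 20 of them within 100 kb lay in Cry1 between 84603749.5 and 84625593, with a median phase of 20.8 h. Without ZT00 the count was 12 and without ZT04 it was 48.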

For *Cry1* wild type, the frequency of contacts between the promoter and the +26-kb enhancer significantly oscillated, peaking near ZT20 (*P* < 10^−8^ at the peak) (Fig. 5B–D; Supplemental Fig. S8A,B). In contrast, in *Cry1Δe*, the contact frequencies in this region were lower at all time points compared with wild type, and the oscillation was compromised (Fig. 5B–D; Supplemental Fig. S8A,B). 

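In Cry1Δe mice the Cry1 promoter contacted the region of the deleted enhancer less at 6 of 6 time points. At the fragment that holds the deletion the mean signal was 0.287 in Cry1Δe and 0.423 in wild-type littermates, a difference of -0.135 (SE 0.0189; exact sign permutation over 6 time points, two-sided p = 0.03125, the smallest they allow). This is a change of -43.5% in the rescaled count. The fragments nearest the Cry1 promoter and at the upstream enhancer differed by -0.0288 (SE 0.0220) and -0.0114 (SE 0.0142). All 20 fragments within 100 kb that passed an adjusted p of 0.05 were lower, and they lay between 84617711 and 84633156.5 in Cry1. A further 20 fragments passed more than 100 kb away, and of all 40 called 23 were lower and 17 higher, with changes of at most 0.0296 in size beyond 100 kb. Fragments 7.5 to 10 kb from the deleted one, beyond the kernel window, were lower by a mean of -0.0482 (SE 0.0181, 7 of 7).

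The rhythm at the fragment with the deletion had a peak-to-trough change of 0.0800 (SE 0.0362) in Cry1Δe (chi-square p = 0.0862 and exact permutation p = 0.383). At the stated offset of 26 kb it was 0.0953 with a chi-square p of 0.0266. A chi-square test of the difference in rhythm between genotypes gave p = 0.0271 at the fragment with the deletion and p = 0.00715 at the stated offset. It knows only the fitted errors, and no permutation was run for it. The related chi-square test of rhythm put 8.62% of Hoxd4 fragments under an unadjusted 0.05 and 1.48% under 0.01. The test of the difference was not checked in this way, so its p-values alone do not show that the rhythms differ. An adjusted p of 0.05 was passed by 0 of 3152 fragments in Cry1Δe with this test, and 273 had an unadjusted p under 0.05. From the lower and flatter contacts, the paper states that the oscillation was compromised in Cry1Δe.

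**Figure D4:**
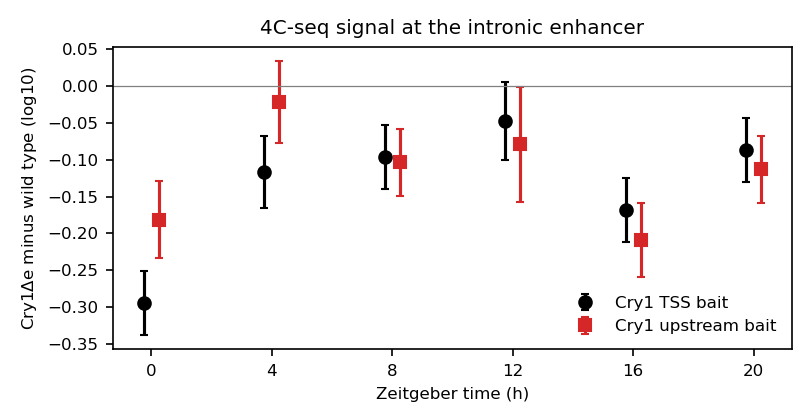
Cry1Δe minus wild-type log10 4C-seq signal at the intronic enhancer by time point (ZT in h) for the Cry1 TSS bait and the upstream bait (bars, standard error). All 6 differences lie below 0 for each bait, from -0.295 to -0.0474 for the TSS bait and from -0.209 to -0.0217 for the upstream bait.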

Finally, we also estimated chromatin contacts for a bait placed at the −7-kb upstream enhancer (Fig. 1B, bottom tracks, vertical dotted line at the right), showing oscillation in contact frequency peaking around ZT20 with the +26-kb intronic enhancer in wild type but nonrhythmic and overall lower contact frequency in *Cry1Δe* (Supplemental Fig. S8C,D). 

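From the upstream enhancer of Cry1, contacts with the intronic enhancer were also lower in Cry1Δe, by a mean of -0.118 (SE 0.0227; 6 of 6 time points, exact sign permutation p = 0.03125), or -44.5%. Contacts of this bait with the Cry1 promoter differed by 0.0139 (SE 0.0220). In wild-type littermates the intronic enhancer had a peak-to-trough change of 0.132 (SE 0.0412) with a phase of 18.5 h (chi-square p = 0.00563 and exact permutation p = 0.317). In Cry1Δe the change was 0.0188 (SE 0.0401; chi-square p = 0.893 and exact permutation p = 0.983). At this site the rhythms were not shown to differ between genotypes (chi-square p = 0.133). At the stated offset of 26 kb the chi-square p was 0.0204, from the fitted errors alone and without a permutation. Of 3152 fragments 0 were rhythmic at an adjusted p of 0.05 in either genotype, with 216 in wild type and 250 in Cry1Δe at an unadjusted p under 0.05. The kept libraries held 1113106 to 3112030 reads in wild type and 987029 to 3367590 in Cry1Δe.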

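The deleted stretch of Cry1 intron 1 lies 23080 bp from the TSS (center to annotated start). It contains 2 matches to the response element of ROR and REV-ERB receptors, an A/T-rich stretch followed by RGGTCA. Both read AAAGTAGGTCA, at 84624654 to 84624664 on the plus strand and at 84624709 to 84624719 on the minus strand. A further match in the intronic enhancer region, AATGGGGTCA at 84624251 to 84624260, lies outside the deletion. The upstream enhancer of Cry1 keeps 1 match, AAACTGGGTCA, at 84652834 to 84652844. The matches were searched here in the mm9 reference.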

Decreased contact frequency in *Cry1Δe* mice indicates that the RRE-containing 300-bp fragment drives the promoter–enhancer loop.

Overall, these data demonstrate robust rhythmic chromatin topology for *Cry1* and *Gys2*, where the frequency of enhancer–promoter contacts is modulated with time of day. Furthermore, deleting a localized noncoding DNA enhancer element (300 bp) in the *Cry1* gene could disrupt such rhythms.

### The *Cry1* intronic enhancer modulates transcriptional burst frequency

To analyze whether the *Cry1* intronic enhancer modulates transcription, we estimated transcriptional parameters by smRNA-FISH against *Cry1* pre-mRNA in the livers of wild-type and *Cry1Δe* animals at ZT08 and ZT20 (Fig. 6A). Mammalian promoters are irregularly transcribed (transcriptional bursting), as characterized by the burst size and burst frequency (Suter et al. 2011; Bahar Halpern et al. 2015). Taking into account the ploidy of liver nuclei (Supplemental Fig. S9A–D), smRNA-FISH showed that *Cry1* burst fraction (fraction of active transcription sites in each nucleus, which is proportional to the burst frequency per allele) was 2.2-fold higher at ZT20 compared with ZT08 in wild type (Fig. 6B). Importantly, the burst fraction was reduced by 28% in *Cry1Δe* animals at ZT20 (Fig. 6B). In contrast, the burst intensity (proportional to the burst size) was similar in all conditions (Fig. 6C). Thus, the lowered *Cry1* mRNA levels in *Cry1Δe* at ZT20 can be quantitatively explained by the reduced burst fraction. In sum, dynamic enhancer loops modulate transcriptional bursting in mammalian tissues (Bartman et al. 2016; Fukaya et al. 2016); in particular, rhythmic DNA loops involving clock enhancers control burst frequency while maintaining burst size.

**Figure 6.**
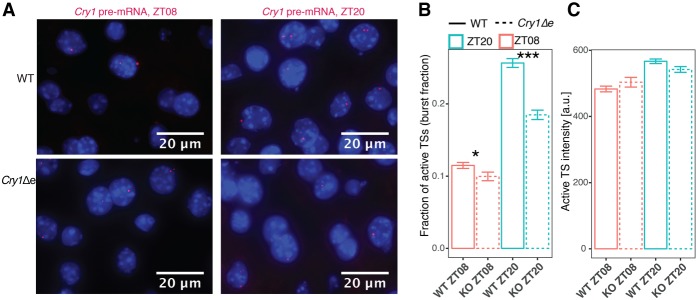
The oscillatory *Cry1* promoter–enhancer loop modulates *Cry1* transcriptional bursting. (*A*) smRNA-FISH against *Cry1* pre-mRNA in the livers of wild-type (*top*) and *Cry1Δe* (*bottom*) animals at ZT08 (*left*) and ZT20 (*right*). Burst fractions (*B*) and burst intensities (*C*) measured from images of smRNA-FISH performed against *Cry1* pre-mRNA in *Cry1Δe* (dashed) and wild-type (solid) livers at ZT08 (red) and ZT20 (blue). Burst fraction is the number of active transcription sites in each nucleus divided by the ploidy. (*B*,*C*) Shown are the means and standard errors over nuclei collected and pooled from two animals in each of the four conditions (individual animals are analyzed in Supplemental Fig. S9C,D). *n* = 2191 wild-type ZT08 nuclei; *n* = 983 *Cry1Δe* ZT08 nuclei; *n* = 2150 wild-type ZT20 nuclei; *n* = 1473 *Cry1Δe* ZT20 nuclei. In *B*, (*) *P* < 0.05; (***) *P* < 0.001, *t*-test. In *C*, differences between genotypes are not significant.

## Discussion

In animals, developmental transitions occurring on the time scales of days have been shown to involve remodeled DNA contacts and promoter–enhancer loop formation (Noordermeer et al. 2014). While such dynamics are typically irreversible, we here discovered that chromatin topology in mouse tissues can be locally (100 kb, in *cis*) plastic, exhibiting temporal dynamics that are regulated by daily time and the circadian oscillator and thus recur within a 24-h period. While previous work in cell culture reported dynamic chromatin contacts on larger genomic scales, notably between the *Dbp* gene and DNA regions on *trans* chromosomes (Aguilar-Arnal et al. 2013), the genes analyzed here did not show rhythmic chromatin interactions on such scales. We then showed genetically that these rhythmic DNA contacts depend on the clock protein BMAL1 and, in the case of *Cry1*, a 300-bp intronic RRE-containing enhancer sequence.

How is BMAL1 involved in the formation of these dynamic loops? In the case of *Gys2* in *Bmal1* knockout mice*,* the loop is constitutively open, and *Gys2* mRNA expression is constitutively low. Combined with the binding of BMAL1 at the looping site, these data strongly argue for a direct involvement of BMAL1. For *Cry1*, the activator RORγ and the repressor REV-ERBα bind to the *Cry1* intronic enhancer at the expected peak (ZT20) and trough (ZT08) activities, as is typical of functional RREs*.* We note that while the expression of the RRE-binding repressors *Rev-Erb*α/β is low in *Bmal1* knockout, the corresponding activator *Ror*γ is constitutively high (Atger et al. 2015). Therefore, the constitutively closed *Cry1* loop in the *Bmal1* knockout most likely reflects an indirect effect via perturbed REV-ERB and ROR activities. This is further corroborated by the constitutively open state of the *Cry1* promoter–enhancer loop in *Cry1Δe* mice, showing chromatin interactions that are constantly below wild-type trough levels, indicating that loop-promoting factors (for example, RORs) act within the 300-bp element. Therefore, our data suggest a canonical mechanism of enhancer–promoter looping by which sequence-specific TFs help recruit transcription complexes, which facilitate the function of Pol II at core promoters (Levine and Tjian 2003).

To investigate the effects of the dynamic looping on transcriptional parameters, we complemented bulk 4C-seq and RNA-seq experiments with single-molecule transcript analysis in situ, which revealed that the abolished rhythmic chromatin contact in *Cry1Δe* mice reduced *Cry1* transcriptional burst frequency. These results in mammalian tissues contribute to our current understanding of how enhancer loops modulate transcriptional bursting (Bartman et al. 2016; Fukaya et al. 2016). In particular, we showed that rhythmically active clock enhancers can increase burst frequency while not changing burst size.

The ablation of the *Cry1* noncoding regulatory element even led to a short period phenotype in locomotor activity. While noncoding genetic variation in humans has been associated recently with circadian clock-related and sleep phenotypes (Allebrandt et al. 2010; Hu et al. 2016), no demonstration of such variation on circadian transcription or behavior has yet been provided. Indeed, previously characterized mutations impacting mammalian circadian behavior have concerned protein-coding regions (Vitaterna et al. 1994; Toh et al. 2001). Here, we provided evidence that noncoding regulatory elements within the core circadian regulatory network can drive dynamic promoter–enhancer looping, modulate temporal transcription, and regulate circadian locomotor behavior.

## Materials and methods

### Animal and ethics statement

All animal care and handling were performed according to Canton de Vaud laws for animal protection (authorization VD2801 [Frédéric Gachon] and VD3109 [Félix Naef]). All experiments were performed on males between 8 and 10 wk old. *Bmal1* knockout animals were described previously in Jouffe et al. (2013).

### Mouse genome editing by direct knockout using CRISPR–Cas9

Px-330 plasmids targeting upstream of and downstream from the *Cry1* intron1 regulatory region were injected into pronuclei and then transplanted into B6D2F1 pseudopregnant mice at the Ecole Polytechnique Fédérale de Lausanne (EPFL) Transgenic Core Facility (http://tcf.epfl.ch). Pups from the first generation (F0) were then screened for the deletion using the PCR primers indicated in Supplemental Table S2. F0 animals of interest were backcrossed on C57/BL6J wild-type mice, and F1 animals were screened for transmission of the mutation. Heterozygous animals were crossed together to obtain all genotypes of interest. The Ethical Committee of the State of Vaud Veterinary Office, Switzerland, approved all experiments.

### Nucleus purification and fixation

Immediately after sacrifice, 5 mL of 1× PBS was perfused through the spleen to flush blood from the liver. Livers and kidneys from individual animals were homogenized and fixed in 4 mL of 1× PBS, including 1.5% formaldehyde, for 10 min at room temperature. The cross-linking reaction was stopped by adding 25 mL of ice-cold stop reaction buffer (2.2 M sucrose, 150 mM glycine, 10 mM HEPES at pH 7.6, 15 mM KCl, 2 mM EDTA, 0.15 mM spermine, 0.5 mM spermidine, 0.5 mM DTT, 0.5 mM PMSF) to the homogenates and was kept for 5 min on ice. Homogenates were then loaded on top of 10 mL of cushion buffer (2.05 M sucrose, 10% glycerol, 125 mM glycine, 10 mM HEPES at pH 7.6,15 mM KCl, 2 mM EDTA, 0.15 mM spermine, 0.5 mM spermidine, 0.5 mM DTT, 0.5 mM PMSF) and centrifuged at 10^5^*g* for 45 min at 4°C. Nuclei were washed twice in 1× PBS and immediately frozen.

### 4C-seq

#### 4C template preparation

4C templates were prepared as in Gheldof et al. (2012). Nuclei were resuspended in 1 mL of a buffer containing 10 mM Tris-HCL (pH 8.0), 10 mM NaCl, 0.2% NP-40, and 1× protease inhibitor cocktail (Complete Mini EDTA-free protease inhibitor cocktail; Sigma-Aldrich); kept for 15 min on ice; and washed twice with 1× DpnII buffer (New England Biolabs). Thirty million nuclei were resuspended in 1× DpnII buffer (New England Biolabs) containing 0.1% SDS and incubated for 10 min at 65°C. Triton X-100 was added to 1% final concentration. Chromatin was digested overnight with 400 U of DpnII (New England Biolabs) at 37°C with shaking. After heat inactivation, digestion efficiency was evaluated by both DNA visualization on agarose gels and quantitative PCR using primer pairs covering multiple restriction sites. Chromatin was then ligated with 3000 U of T4 DNA ligase (New England Biolabs) in an 8-mL final volume for 4 h at 16°C plus 1 h at room temperature. The cross-linking reaction was reverted by the addition of 50 µL of 10 mg/mL proteinase K and incubation overnight at 65°C. DNA was purified by multiple phenol/chloroform extractions, resuspended in TE buffer (pH 8.0) containing RNase A, and incubated for 30 min at 37°C. Ligation efficiency was evaluated by loading DNA on an agarose gel. Libraries were digested with 1 U of NlaIII per microgram of template (New England Biolabs) overnight at 37°C, and digestion was controlled by visualization on an agarose gel. After heat inactivation, digested products were ligated with 2000 U of T4 DNA ligase (New England Biolabs) for 4 h at 16°C in a 14-mL final volume. Circularized products were purified and resuspended in TE buffer (pH 8.0). 4C templates were prepared in four biological replicates in wild-type mouse livers and kidneys and three biological replicates in the livers of *Bmal1* knockout and *Cry1Δe* and wild-type littermates (Supplemental Table S1).

#### Inverse PCR and sequencing in wild-type and Bmal1 knockout mouse livers and kidneys

Six-hundred nanograms of 4C template was used for PCR amplification using Sigma-Aldrich long-template PCR system with bait-specific inverse primers conjugated to Illumina sequencing adaptors (primer sequences are in Supplemental Table S3) in a final volume of 50 µL in the following PCR program: 2 min at 94°C followed by 30 cycles of 15 sec at 94°C, 1 min at 55°C, and 3 min at 68°C and a final extension of 7 min at 68°C. PCR were performed in parallel reactions with 6 × 100 ng of template for each sample. PCR products were purified with the AMPure XP beads system (Beckman Coulter), and amplification profiles were analyzed by fragment analyzer and then sequenced on Illumina HiSeq 2000 machines using single-end 100-bp read length.

#### Inverse PCR and sequencing in the livers of Cry1Δe and wild-type littermates

Six-hundred nanograms of 4C template was used for PCR amplification using Sigma-Aldrich long-template PCR system with two-step PCR system from Illumina. Bait-specific inverse primers conjugated to Illumina sequencing adaptors (primer sequences are in the Supplemental Table S3) were used in a first PCR reaction in a final volume of 50 µL with the following program: 2 min at 94°C followed by 20 cycles of 15 sec at 94°C, 1 min at 55°C, and 3 min at 68°C and a final extension of 7 min at 68°C. PCRs were performed in parallel reactions with 6 × 100 ng of template for each sample. PCR products were purified with the AMPure XP beads system (Beckman Coulter). Purified products were pooled and used as the template of a second PCR reaction with Nextera XT index kit version2 primers (FC-131-2004) in a final volume of 50 µL with the following program: 2 min at 94°C followed by 10 cycles of 15 sec at 94°C, 1 min at 55°C, and 3 min at 68°C and a final extension of 7 min at 68°C. PCR products were purified with the AMPure XP beads system (Beckman Coulter) and then sequenced on NextSeq 500 machines using single-end 75-bp read length.

### 4C-seq analysis

#### Preprocessing computational methods

Demultiplexed Fastq files were mapped to the mouse genome (mm9) using Bowtie2 with default HTSstation parameters (http://htsstation.epfl.ch). Since each restriction fragment contained two mapping sites (two ends of the fragment), the fragment score was computed as the average of the number of reads per mapping site.

#### Quality control of 4C-seq data

Samples with ≥75% of restriction fragments without any counts in a window of ±1 Mb upstream of and downstream from each bait were not analyzed (Supplemental Table S1). The first five fragments upstream of and downstream from the bait (10 total) were not considered in the analysis because they mostly contained partially digested and self-ligated products.

#### Normalization and LWMR

We follow a method developed recently in Yeung et al. (2018) with minor modifications. Briefly, raw read counts for each sample were library size-rescaled by the normalized sum of the read counts on the *cis* chromosome (excluding 10 restriction fragments around the bait). To control the variability of low signals, in subsequent analyses, the fragment counts *c* in each sample were log transformed using the variable

$$Y=\log_{10}\left(\frac{c}{P}+1\right),$$

with *P* = 500. A weighted linear model was then fit locally using a Gaussian window (σ_*G*_ = 2500 bp) centered on the fragment of interest. For each position, nearby 4C-seq signals (*Y*) were modeled with fragment effects *a*_*i*_ and condition effects *b*_*j*_ (which can be time, tissue, or genotype). In LWMR, these parameters were estimated by minimizing the weighted sum *S* of squared residuals across replicates *r*: *S* = argmin_*a,b*_Σ_*i,j,r*_W_*i,j*_(*Y*_*i,j,r*_ − *a*_*i*_ − *b*_*j*_)^2^, with weights *W*_*i,j*_ defined as *W*_*i,j*_ = *w*_*g,i*_ × *w*_*s,j*_, where *w*_*g,i*_ is the Gaussian smoothing kernel at position *i*, and *w*_*s,j*_ is a condition weight based on the number of samples with nonzero counts on fragment *i*. Specifically, we used *w*_*s*_ = 0.5, 1.5, 2.5, 3.5, or 4.5 for fragments with zero, one, two, three, or four replicates showing nonzero counts, which down-weighs positions with high dropout rates. To estimate the statistical significance for differential contacts (for example, ZT20 vs. ZT08), we propagated the estimated uncertainty (standard errors for locally weighted regression) in the corresponding *b* values to calculate *Z*-scores and used regularized *t* statistics with *n* – *p* degrees of freedom (DOF; *n* is the number of data points within window, and *p* is the number of parameters). For the analysis of 24-h rhythmicity in contacts (weighted harmonic regression), we proceeded analogously by propagating the uncertainty in the *b*s for the six time points to that in the squared 24-h Fourier coefficient and used the χ^2^ test with two DOF (owing to the real and imaginary parts). For each set of samples, we computed the regularized residual variance as

$${\tilde{\sigma }}^{2}={\hat{\sigma }}^{2}+\sigma_{\min}^{2}\exp\left(-\frac{\bar{b}}{b_{s}}\right),$$

with ${\hat{\sigma }}^{2}$ as the estimator of the squared residuals, $\bar{b}$ as the estimated signal across samples, and *b*_*s*_ = log_10_(2). $\sigma_{\min}^{2}$ prevents artificially small variance from positions of high dropout rates and is estimated from the distribution of ${\tilde{\sigma }}^{2}$ across all fragments. σ_min_ ranges from 0.06 to 0.16 (same units as *Y*), depending on the bait (Supplemental Table S1).

### H3K27ac and RNA Pol II ChIP-seq and DNase-I-seq analysis

Bam files from GSE60578 (Sobel et al. 2017) were analyzed in genomic regions ±1 Mb from the 4C-seq baits. There, read counts were binned in 500-bp intervals and normalized by the library size. The amplitude and phase of the log_2_ read counts of each of the three signals were calculated for each bin after applying a running average of seven bins (three bins upstream, three bins downstream, and one bin in the center) to smooth the signal. Obtained rhythmic amplitudes and phases were compared with differential 4C-seq signals. The rhythmic signal in each bin [phase, amplitude, and −log_10_(*p*)] was mapped to a color using the hue, saturation, and value (HSV) color scheme. Hue *h* was defined by the phase of the oscillation, with blue as ZT0. The saturation *s* was set to 1. The value *v* was set to a color if both amplitude *X*_*a*_ and −log_10_(*p*) *X*_*p*_ were beyond thresholds *k*_*a*_ = 1,*k*_*p*_ = 4.5; otherwise, the color was set to black. To obtain smooth transitions, *v* was calculated using a Hill function with Hill coefficient *n* = 5 and

$$v=\min_{i\in (a,p)}\left(\frac{-\log{\left(x_{i}\right)}^{5}}{k_{i}^{5}-\log{\left(x_{i}\right)}^{5}}\right).$$

For TF-binding site predictions (Supplemental Table S4), we used weight matrices of TFs defined by SwissRegulon (Pachkov et al. 2007; http://swissregulon.unibas.ch/fcgi/sr/downloads).

### RNA-seq in the livers and kidneys of *Cry1Δe* and wild-type littermates

Parts of the livers and kidneys from the animals used for temporal 4C-seq experiments were frozen in liquid nitrogen immediately after sacrifice. Organs were homogenized in 4 M guanidine thiocyanate, 25 mM sodium citrate, 1% β-mercaptoethanol, and 0.2 M sodium acetate. Nucleic acids were extracted with phenol:chloroform:isoamylalcohol, and RNA was precipitated with 4 M LiCl. RNA concentration and purity were measured using nanodrop, and the quality was controlled by fragment analyzer. Poly-A-selected RNA was sequenced on NextSeq 500 machines using single-end 75-bp read length. mRNA levels were quantified using kallisto version 0.42.4 (mm10) (Bray et al. 2016).

### RNA-seq in the livers and kidneys of *Bmal1* knockout and wild-type mice

To complement the mouse liver wild-type and *Bmal1* knockout RNA-seq data (GSE73554), transcriptomes of kidneys from wild-type animals were measured following the same protocol as in Atger et al. (2015). mRNA levels were quantified using the same method as in Atger et al. (2015).

### Circadian period estimation in *Cry1Δe* animals and wild-type littermates

Estimation of the circadian period was performed as in Diessler et al. (2017). Briefly, 8- to 10-wk-old males were single-caged and kept under 12 h/12 h light/dark cycle for 14 d and switched to constant darkness for 21 d. During the 5 wk of the experiment, the locomotor activity was recorded with passive infrared sensors. Data were sampled with 5-min resolution and analyzed using the χ^2^ periodogram function in the ClockLab software (ActiMetrics). Food and water were available ad libitum during the entire experiment.

### Western blotting

Liver cytoplasmic extracts were prepared as described previously (Jouffe et al. 2013). Protein extract concentrations were quantified using a BCA protein assay kit (Thermo Fisher Scientific), and 20 µg of liver protein extract was resolved by SDS-PAGE using standard procedures. Densitometry analyses of the blots were performed using the ImageJ software. Naphtol blue and black staining of the membranes was used as a loading control and served as a reference for normalization of the quantified values. CRY1 antibody (1/500) was from Abcam (ab104736).

### smRNA-FISH on mouse liver sections

Parts of the livers from the same animals used in the 4C-seq and RNA-seq were collected, immediately embedded in O.C.T. compound (Tissue-Tek, Sakura-Finetek USA), and snap-frozen. The RNA-FISH was done on 8-µm cryosections using a RNAscope probe for *Cry1* pre-mRNA (Cry1_intron1*,* catalog no. 500231) according to the manufacturer's instructions for the RNAscope fluorescent multiplex assay (Advanced Cell Diagnostics). Nuclei were counterstained with DAPI, and sections were mounted with ProLong Gold anti-fade mountant (Molecular Probes).

### Microscope image acquisition, quantification, and ploidy assignment

The sections were imaged using a Leica DM5500 wide-field microscope equipped with a CCD camera (DFC 3000) for fluorescence (Leica Microsystem) and a motorized stage. *Z*-stacks were aquired (0.2 µm between each *Z* position, 40 images per frame) with an oil immersion 63× objective. The images were quantified using ImageJ. To detect the fluorescent RNA-FISH spots, a Laplacian filter was applied on a maximal projection, and local maxima were computed. Transcription site fluorescent intenstities (burst size) were quantified on the sum projection of the nine best-focused stacks per image. Total transcription site signals were computed using a mask of 3 × 3 pixels. Nuclei were detected using filters, thresholding, and watershed transformation. Ploidy (2N, 4N, or 8N) was assigned to the nuclei based on their diameter (Bahar Halpern et al. 2015). A four-component Gaussian mixture model was fitted to the diameter distribution (package “mixtools” in R). Nuclei with a probability of >0.7 to belong to one of the three inferred populations with the smallest means were assigned to 2N, 4N, and 8N, respectively. The Gaussian distribution with the largest variance captured outliers in nucleus diameters (>15–18 µm) and were discarded. Burst fraction was calculated as the number of active transcription sites in each nucleus divided by its estimated ploidy, and these fractions were then averaged over the entire populations of nuclei (Fig. 5B,C). For Supplemental Figure S10C, we modeled the number of active transcription sites with genotype-dependent slopes and compared it with a reduced model without a genotype effect (lme4 function in R, likelihood ratio test). For Supplemental Figure S10D, we modeled the mean intensity of intronic dots with genotype-dependent intercepts and compared it with a reduced model with a single intercept.

### Data availability

Raw and processed sequencing data generated from this study (4C-seq and RNA-seq) have been submitted to Gene Expression Omnibus under accession number GSE101423.

## Supplementary Material

Supplemental Material

# Supplementary material for: Clock-dependent chromatin topology modulates circadian transcription and behavior
**Source:** Genes Dev. 2018 Mar 1;32(5-6):347–58. doi: 10.1101/gad.312397.118
**Supplement:** Supplemental Material

Clock-dependent chromatin topology modulates circadian transcription and behavior — Supplemental Material 

# Clock-dependent chromatin topology modulates circadian transcription and behavior

## Supplemental Material

- Supplemental\_Fig\_S1.pdf
- Supplemental\_Fig\_S2.pdf
- Supplemental\_Fig\_S3.pdf
- Supplemental\_Fig\_S4.pdf
- Supplemental\_Fig\_S5\_revised\_rearranged.pdf
- Supplemental\_Fig\_S6\_revised\_rearranged.pdf
- Supplemental\_Fig\_S7\_revised.pdf
- Supplemental\_Fig\_S8\_revised.pdf
- Supplemental\_Fig\_S9\_revised.pdf
- Supplemental\_Table\_S1.xlsx
- Supplemental\_Table\_S2.xlsx
- Supplemental\_Table\_S3.xlsx
- Supplemental\_Table\_S4.bed
- Supplemental\_Table\_S5.xlsx
- Supplemental\_Captions.docx

# Supplementary material for: Clock-dependent chromatin topology modulates circadian transcription and behavior
**Source:** Genes Dev. 2018 Mar 1;32(5-6):347–58. doi: 10.1101/gad.312397.118
**Supplement:** Supplemental Material

**Supplemental Figure S1: 4C-seq signal on *cis* and *trans* on baits targeting *Cry1* and *Gys2.*** (**A**) Temporal *Cry1* and *Gys2* mRNA accumulations in mouse liver (Atger et al., 2015) (reads per kilobase per million, RPKM); error bars: standard deviation (SD) of two animals; red and blue dashed lines: 4C-seq time points. (**B,C**) 4C-seq counts density vs. genomic position from *Cry1* TSS (B) and *Gys2* TSS (C) for each biological replicate at ZT08 (red) and ZT20 (blue) in the WT mouse liver. Dashed lines: power-law fit. α are decay exponents. Insets: cumulative counts on the *cis* chromosome from the bait position to chromosome end. Black vertical line shows 1 Mb from bait. (**D, E**) *Cry1* TSS (D) and *Gys2* TSS (E) 4C-seq counts density on *trans* chromosomes.

**Supplemental Figure S2: Validation of rhythmic chromatin interactions at *Cry1* and *Gys2* by targeting their respective enhancers**. (**A,B**) 4C-seq signals from the *Cry1* intron1 bait (A) and *Gys2* exon8 bait (B) in mouse liver at ZT08 (red) and ZT20 (blue) and the corresponding Z-score (ZT20-ZT08) and signed –log_10_(p) in a genomic window of 2 Mb. Largest differential signal occurs at the promoter region of the respective genes. Vertical arrows show location of bait relative to TSS of the respective gene.

**Supplemental Figure S3: 4C-seq in kidney show rhythmic chromatin interactions at *Cry1* TSS but not at *Gys2* TSS*.***

(**A**) *Cry1* mRNA profile in WT mouse liver (black) (Atger et al., 2015) and kidney (red); error bars: SD of two animals. (**B**) 4C-seq signal from *Cry1* TSS bait in WT kidney at ZT08 (red) and ZT20 (blue) in a genomic window of 200 kb. Vertical lines for *Cry1* show rhythmic contacts in kidney and liver. Z-score (ZT20 vs 08) and signed –log_10_(p) for rhythmic contacts in liver (black) and kidney (red). (**C**) Same as (B) using a 2 MB window. (**D**) same as (A) for *Gys2* mRNA. (**E**) same as (B) for *Gys2* TSS. Vertical lines for *Gys2* show contacts that are static in kidney but rhythmic in liver. (**F**) same as (C) for *Gys2* TSS*.*

**Supplemental Figure S4: Dynamics of chromatin topology depends on BMAL1.** (**A,B**) *Cry1* (A) and *Gys2* (B) mRNA profile in WT and *Bmal1* KO mouse liver along the diurnal cycle from (Atger et al., 2015); error bars: SD of two animals. (**C,D**) 4C-seq signals from *Cry1* TSS (C) and *Gys2* TSS (D) bait in WT and *Bmal1* KO livers at ZT08 and ZT20. Vertical lines show BMAL1-dependent rhythmic contacts. (**E**) 4C-seq signals from negative control region *Hoxd4* in WT and *Bmal1* KO livers show static chromatin topology. Bottom: Z-score (ZT20 vs 08) and signed –log_10_(p) for WT and *Bmal1* KO for *Hoxd4*.

**Supplemental Figure S5: Deleting *Cry1* intronic enhancer *in vivo* shortens the free-running period.** (**A**) Genome browser view showing the CRISPR-Cas9 mediated deletion of the *Cry1* intronic enhancer in mouse (*Cry1*Δe). The evolutionary conserved 300bp deletion (red square) covers the DHS containing a RRE described in mouse fibroblasts (Ukai-Tadenuma et al., 2011) within the H3K27ac marked intronic region. Note that this sequence is as conserved as *Cry1* exonic sequences. (**B**) Agarose gel showing the deletion. (**C-D**) Actograms showing the spontaneous locomotor activity recorded for 14 days in 12 hours/12 hours light/dark (LD) cycles followed by 21 days in constant darkness (DD) in a representative WT (C) and a *Cry1*Δe animal (D).

**Supplemental Figure S6: Deleting *Cry1* intronic enhancer *in vivo* shortens phase advances clock and clock-controlled gene expression.**

(**A**) PCA analysis of temporal RNA-seq data in the liver (left panel) and the kidney (right panel) of *Cry1*Δe and WT littermates. Right: color code for ZT time. (**B**) *Cry1* mRNA profile (in Transcripts Per Million, TPM) in liver (black) and kidney (red) of *Cry1*Δe (dashed line) and WT (solid line) littermates. Error bars: SD of 3 animals. At ZT20, *Cry1* mRNA levels are significantly different between WT versus *Cry1*Δe for liver and kidney (respectively p=0.045 and p=0.0037, t-test). *Cry1* mRNA is phase advanced in *Cry1*Δe versus WT (p=0.011 and p=0.047 for liver and kidney, respectively, bootstrap test). **(C)** *Cry1* intronic reads around the clock for WT and *Cry1*Δe mice. The oscillations in WT versus *Cry1*Δe are significantly different (p=0.0063, F-test) **(D,E)** Temporal expression of CRY1 protein in the liver cytoplasm of WT and *Cry1*Δe littermates. Western blot (D) and quantification of CRY1 relative abundance normalized by the Naptho blue black coloration of the membranes (E). CRY1 shows a decreased protein abundance in *Cry1*Δe (p=0.02, F-test). (**F**) Differential phase between *Cry1*Δe versus WT in liver and kidney. Genes selected for core-clock and clock-controlled transcripts (p<0.01, harmonic regression in both liver and kidney) based on Gene Ontology (GO) annotation indicated in Supplemental Table S5.

**Supplemental Figure S7: 4C-seq around the clock at *Gys2* TSS and at *Gys2* exon8 demonstrates rhythmic chromatin topology.**

(**A-B**) 4C-seq signals (LWMR summarizing n=3 animals per condition) from *Gys2* TSS (A) and exon8 (B) baits across time. Right: 4C signal over time at oscillatory chromatin contacts. (**C**) Statistical significance of rhythmic amplitudes of rhythmic contacts (p < 10^-7^ for TSS and exon8, chi-squared test). Fragments with p<0.01 are colored by their time of peak contact frequency according to color legend (right). (**D**) 4C-seq around the clock on negative control region, *Hoxd4,* in WT animals shows static chromatin topology.

**Supplemental Figure S8: Deleting the *Cry1* intronic enhancer disrupts rhythmic chromatin topology.** (**A**) 4C-seq signals (LWMR summarizing n=3 animals per condition) from *Cry1* TSS bait across time in WT (top panel) and *Cry1*Δe livers (middle panel). (**B**) Statistical significance of amplitudes of rhythmic contacts (­­chi-squared test, bottom panel) for *Cry1* TSS and *Cry1*Δe baits. Fragments with p<0.01 are colored by their time of peak contact frequency according to color legend (right). (**C**) *Idem* as (A) targeting the RRE bait -7 kb upstream *Cry1* TSS (*Cry1* upstream) (**D**) *Idem* as (B) for *Cry1* upstream. Vertical lines show rhythmic promoter-enhancer interactions that are disrupted in *Cry1*Δe liver. Vertical arrows show location of the bait relative to the *Cry1* TSS.

**Supplemental Figure S9: smRNA-FISH against *Cry1* pre-mRNA in WT versus *Cry1*Δe livers.** (**A**) Size distribution of nuclei for a representative animal. Colored curves show fitted Gaussian mixture model corresponding to populations with 2N, 4N, 8N ploidy. (**B**) Fraction of nuclei for each animal (n=2 per condition) assigned to different ploidy. (**C**) Number of active transcription sites (TSs) averaged per animal increases with ploidy. At ZT20, *Cry1*Δe animals show reduced number of TSs compared to WT: lines show mixed effect linear model with genotype-dependent slopes (p(H_0_:equal slopes)=0.00014, F-test); at ZT08, the slopes are not different (p=0.84). (**D**) Active TS intensity averaged per animal shows comparable intensity across ploidy and conditions: lines show mixed effect model with genotype-dependent intercepts, intercept comparisons at both ZT08 (p(H_0_:equal intercept)=0.53, F-test) and ZT20 (p=0.41) are not significant.

**Supplemental Table S1: Distribution of 4C-seq counts on the genome.** Sheet 1: Distribution of 4C-seq raw counts for each bait and each biological replicate in the genome. Exponent of the power-law fit is indicated. Sheet 2: $\sigma_{min}$ used to regularize the residual variance for each bait.

**Supplemental Table S2: Sequences of CRISPR-Cas9 RNA guides.** Sequences of CRISPR-Cas9 RNA guides targeting upstream and downstream the *Cry1* intronic enhancer element. The sequence of the PCR primers used to screen the deletion is indicated.

**Supplemental Table S3: 4C-seq primers.** Sequence of the PCR primers used for the inverse PCR step during 4C-seq libraries preparation.

**Supplemental Table S4: Motif counts.** List of motif counts for TF motifs from SwissRegulon. TFBS site count probabilities calculated using Motevo. Genomic coordinates from mm9 annotations.

**Supplemental Table S5: GO term annotation.** List of GO term annotation used to analyze temporal RNA-seq data in the liver and kidney of *Cry1*Δe and WT littermates.

How the deposited data were processed for this re-analysis (not part of the article)

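Chromosome contacts were measured by 4C-seq in liver and kidney of wild-type mice and in liver of Bmal1 knockout mice at ZT08 and ZT20, with 32 samples of wild-type liver, 16 of wild-type kidney and 12 of knockout liver. Around the clock, at 6 time points, 79 samples came from livers of wild-type littermates and 34 from livers of Cry1Δe mice. RNA-seq covered kidneys of night-fed wild-type mice at 24 time points, 2 h apart, and liver and kidney of Cry1Δe mice and wild-type littermates at 6 time points, 4 h apart, with 3 mice each. Samples were grouped by bait, tissue, genotype and time as labeled. The labels of the second Gys2 bait name an intron and the paper names exon 8. The descriptions of the liver RNA samples of Cry1Δe mice and their wild-type littermates name kidney while their titles name liver. The paper's name and the titles were used. The paper's text names no feeding schedule for the kidneys called night-fed here, and refers to the protocol of Atger et al. for them.

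For the 4C-seq tables the authors mapped reads to mm9 with HTSstation and Bowtie2, left out libraries in which 75% or more of the fragments within 1 Mb were empty, rescaled the counts, took the log10 of the count divided by 500 plus 1, and fitted a signal per fragment and condition over the mice with a Gaussian kernel of 2500 bp. The deposited tables hold this fitted log10 signal and its variance at each fragment, within 1 Mb of the bait for ZT08 and ZT20 and within 2 Mb around the clock. The Z-score of the table was computed by the authors from the time effect. To the variance they added the square of a smallest standard deviation, between 0.11 and 0.16 by bait, times a factor that falls as the signal rises. The p-value that the authors deposited beside the Z-score is not adjusted for the number of fragments. The sign of the deposited score runs as ZT08 minus ZT20, since it correlates at -0.974 with a Z-score computed here as ZT20 minus ZT08 for the Cry1 TSS bait in wild-type liver. For kidneys of night-fed mice the authors deposited log2 values of RPKM, in 1 column per time point. For Cry1Δe mice and their littermates the authors deposited RPKM values with 1 column per mouse, in which low values are multiples of a step shared by the 3 columns of a condition, so the libraries were not scaled one by one. The methods of the paper name kallisto and a figure legend names TPM for these libraries, and the values of the table do not show that unit. Both RNA tables were made on mm10 (GRCm38) by the processing notes.

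From the 4C-seq tables the difference of ZT20 and ZT08, or of genotypes, was computed at every fragment, with a standard error from the deposited variances. Tests over single mice had been chosen before the data were examined. The tables hold 1 fitted signal per condition, so these tests were replaced by the fitted errors, by the share of fragments more than 100 kb from the bait with a change of as many standard errors, and by exact permutations of time points. Deposited p-values were adjusted over the fragments of a bait by the Benjamini-Hochberg method, and 10 fragments around each bait were left out. Rhythms were fitted as a 24-h cosine and sine over 6 time points by unweighted least squares. The chi-square test of 2 degrees of freedom took its errors from the deposited variances. Each named site is the center of its region in Supplemental Table S4, taken at the fragment that holds it. Gene coordinates came from the mm9 (NCBIM37) annotation, version vM1. Read totals, shares within 2 Mb and empty fragments came from Supplemental Table S1.

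RNA values were analyzed as log2 of RPKM plus a pseudocount of 1, for genes with a mean of at least 1 RPKM in the tissue. The model had the genotype and, for each genotype, a cosine and a sine of 24 h, and was fitted with limma. An adjusted p of 0.05 was the threshold for genotype and rhythm. Phase differences, shares of variance and rhythms of single genes were tested by 100000 permutations of the labels within time points or of the time points, and counts of genes by 100 splits of the samples. Gene lists were tested with camera of limma, with a preset and with an estimated correlation between genes, where at least 3 genes were measured: 17 lists in liver and 20 in kidney. The 22 lists are core clock, clock output, RORE clock genes, E-box and D-box clock genes, named in the paper, glycogen metabolism, gluconeogenesis, fatty acid synthesis, cholesterol synthesis, bile acid synthesis and transport, xenobiotic metabolism, renal sodium and water transport, heat shock, cold-inducible RNA-binding, and the markers of hepatocytes, kidney tubule, endothelial, immune, stromal, blood and adipose cells and of cholangiocytes. Genes named in the text are those of the lists core clock and named in the paper, the 10 with the largest rise and the 10 with the largest fall past the threshold on the same side in 5 of 6 time points, of which there were 0, and in each tissue the 5 with the largest rhythm. Hsd17b6 and Cyp1b1, which have the smallest p for genotype, Tef and the marker genes were named after their values were seen. Some genes appear under older names in the table (Msmo1 as Sc4mol, Adgre1 as Emr1, Tmem263 as AI597468, Mterf2 as Mterfd3, Spx as B230216G23Rik). Ciart, Usp2, Hmgcs1, Mvd, Ugt1a1, Avpr2, Hbb-bs, Hbb-bt, Alas2 and Hoxd4 were not found in it.

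The tests were tested on simulated data before use. With the errors of the Cry1 TSS bait in kidney, 81.5% of 200 fragments changed by 0.1 and 99.5% of those changed by 0.2 on the log10 scale were recovered, and 71.5% and 99.5% for the Gys2 TSS bait. For rhythms of 0.1 from the Cry1 TSS bait 96.0% were recovered. In RNA values drawn with normal errors of the observed spread, 98.5% of 200 genes changed by 0.5 on the log2 scale between genotypes were recovered in liver and 99.0% in kidney. For a 24-h rhythm of 0.5 the shares were 41.0 and 59.5%, and for a rhythm of 1 they were 94.5 and 97.0%, with 0 to 15 false calls per test. The simulated genes carry the spread of the real table, and a levelling off at high abundance was not simulated. Errors were drawn independently between fragments, genes and libraries, and 200 members were changed at once. The shares recovered can therefore be too high for the real data. Among the real genes 0.874% in liver and 1.42% in kidney had an unadjusted p under 0.05 for genotype, fewer than independent errors without a change would give. The depth of the RNA libraries is unknown, and 4C-seq library totals are given with each result.

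The alternatives tried were other site positions, a linear scale, centering of the profiles, no smallest variance, a wider smoothing, other pseudocounts and filters, quantile normalization, scaling by library, a block for the replicate number, other gene sets for the phase, and leaving out each mouse or time point. Hoxd4 libraries at ZT08 and ZT20 were used only through their totals, and the behavior of the mice was not analysed here. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.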

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

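The explanations weighed here, the differences of 0.133 and 0.150, the test of the rhythm in Cry1Δe against its littermates and the rise upstream of Gys2 were tests chosen after the result was seen.

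Effects of time of day that differ between groups were found at both genes. At the intronic enhancer of Cry1 the ZT20 minus ZT08 change of the log10 signal in wild-type liver exceeded that in Bmal1 knockout liver by 0.247 (SE 0.0666; 0 of 2818 distant fragments as large), and that in kidney by 0.150 (SE 0.0576; 30 of 2818). At the upstream enhancer of Cry1 the genotypes differed by 0.133 (SE 0.0507; 48 of 2818). At the exon 8 enhancer of Gys2 wild-type liver lay below the knockout by -0.211 (SE 0.0616; 1 of 2631) and below kidney by -0.229 (SE 0.0579; 0 of 2631). These tests rest on fitted errors, and none was made over mice.

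Contacts that rose at ZT20 were weighed against a gain around the whole bait. In wild-type liver the fragments 20 to 50 kb downstream of the Cry1 TSS bait rose by a mean of 0.170. Those at the same distance upstream rose by 0.0304 (SD across 57 fragments 0.0200). At this distance that argues against an equal gain on both sides, and against more reads at ZT20, as the whole cause. Closer to the bait the window cannot decide. The upstream enhancer, 6.66 kb away, rose by 0.157 (SE 0.0310), so a gain on both sides stays open there. From the intron1 bait, whose libraries held fewer reads at ZT20 (median 7969355 against 8322005), the contact with the promoter rose by 0.163 (SE 0.0438), which also argues against more reads in the ZT20 libraries. A gain around baits stays open for part of the rise, since the share of reads within 2 Mb rose at ZT20 by 4.60 points for the Cry1 TSS bait and 5.53 for Hoxd4, and in kidney by 7.10 for the Cry1 TSS bait (exact permutation p = 0.0286 each), and by 1.12 in Bmal1 knockout liver (exact permutation p = 0.9, where 0.1 is the smallest possible). In kidney the fragments 20 to 50 kb upstream of the Gys2 promoter, which the paper does not discuss for this tissue, rose by a mean of 0.136 (mean SE of a fragment 0.0308), with 48 of 48 higher and 47 past an adjusted p of 0.05. A gain around the whole bait cannot be told apart there, because the fragments 20 to 50 kb downstream rose by 0.0549 (SD across 45 fragments 0.0261) and the share of reads within 2 Mb by 8.85 points (exact permutation p = 0.0286), and a difference in library preparation between the times stays open for both genes.

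In Cry1Δe mice the rhythm of the contact between the Cry1 promoter and the intronic enhancer was flagged as a difference from littermates. Its chi-square p of 0.0271, and that of 0.00715 at the stated offset of 26 kb, rest on fitted errors alone, so a difference in rhythm is not shown. The mean contact there was lower by -0.135 (SE 0.0189), at 6 of 6 time points. Reads lost at the deleted bases alone are argued against by the fragments 7.5 to 10 kb away, outside the kernel window, with a mean change of -0.0482 (SE 0.0181, 7 of 7 lower), though from the upstream bait the same fragments changed by -0.0415 (SE 0.0200) with 4 of 7 lower. Fewer reads in the Cry1Δe libraries are argued against as the whole cause, since their median total was above that of littermates at 4 of 6 time points, over which the mean change was -0.149 (SE 0.0225). Lower ligation of the shorter fragment alone is argued against by the same fragments and by those 5 to 7.5 kb away, whose mean change of -0.0842 (SE 0.0181) is 0.623 of that at the deletion where the kernel weight is 0.0439, and a part from either effect stays open beside a loss of the contact itself.

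For the Cry1 TSS bait in wild-type liver at ZT20, replicate 2 held 8866730 reads and lay far from the others of its group, which reached 10313465. It was the 1 such library in 30 groups tested, and chance alone gives about 1 in 20 groups.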

How the results depend on the processing

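The wider smoothing, centering on fragments 50 to 150 kb away, centering without regularization, scaling by library, the replicate number as a block and leaving out time points in 4C-seq were chosen after seeing the data, and the other alternatives were set before the data were examined.

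Of 135 comparisons over 40 4C-seq results, 129 kept their direction and their side of the threshold, or a count within 1.5 times. The ZT20 minus ZT08 change at the Cry1 intronic enhancer lay between 0.260 and 0.295 in wild-type liver, between 0.0980 and 0.185 in kidney and between 0.0295 and 0.0385 in Bmal1 knockout liver. At the Gys2 exon 8 enhancer it lay between -0.186 and -0.138 in wild-type liver. Smoothed to 5000 bp, the difference between genotypes at the upstream enhancer of Cry1 was 0.0935 and no longer past 2 standard errors. The 20 fragments of the intron1 bait became 35 without regularization and 65 when also centered. The rhythm at the intronic enhancer in Cry1Δe, 0.0800, passed its threshold as 0.0953 at the stated offset, 0.0915 on a linear scale and 0.0945 after smoothing to 5000 bp. The cause was not tested.

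Leaving out a time point, in 90 comparisons of 15 4C-seq results, left 77 alike. The Cry1Δe rhythm at the intronic enhancer ranged from 0.0642 to 0.137 (without ZT20 and ZT16), and that of wild type from the upstream bait from 0.103 to 0.196 (without ZT08 and ZT20). The counts of rhythmic fragments ranged from 12 to 48 for the Cry1 TSS bait in wild type (without ZT00 and ZT04) and from 0 to 10 in Cry1Δe (without ZT00 and ZT04), from 0 to 4 for the upstream bait in Cry1Δe (without ZT00 and ZT08), and from 0 to 51 and 0 to 44 for the Gys2 TSS and exon8 baits (without ZT08 and ZT00). The Cry1Δe minus wild-type difference stayed between -0.153 and -0.103 for the TSS bait.

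Of 84 comparisons over 13 RNA results, 66 stayed alike. Rhythmic genes of wild type and Cry1Δe numbered 910 and 792 in liver and 138 and 98 in kidney at a mean of at least 5, where fewer genes are tested. They numbered 3755 and 3837 in liver and 2025 and 1485 in kidney after quantile normalization, and 3600 and 3403 in liver and 1720 and 1284 in kidney when scaled by library. Of the gene lists called by camera, 4 in each tissue, 0 remained in liver and 0 in kidney with an estimated correlation (0 and 3 at an unadjusted p under 0.05), and 2 in kidney at a mean of at least 5. Rhythmic genes of the night-fed kidney numbered 2093 on day 1 alone and 3517 on day 2 alone, from fewer time points. The kidney phase difference turned to 0.00356 h at a mean of at least 5 (permutation p = 0.989). Genes that differ between genotypes were 0 in each of these settings in both tissues with limma, and 1 in liver without ZT00, with 92 in liver and 167 in kidney at an unadjusted p under 0.05. All 255 comparisons of 45 values of named genes kept their side of the threshold. Apart from these settings the cause was not tested.

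Of 372 comparisons of 11 RNA results without a mouse or a time point, 334 stayed alike. Genes that differ between genotypes in liver ranged from 0 to 1 (without ZT00). Rhythmic genes ranged from 735 (without ZT08) to 1947 (without Cry1Δe ZT00 replicate 2) in wild-type liver and from 709 to 1688 with the same left out in Cry1Δe liver. In kidney they ranged from 122 (without ZT08) to 676 in wild type and from 118 (without ZT04) to 420 in Cry1Δe, both highest without Cry1Δe ZT12 replicate 3. The liver phase difference, with a permutation p of 0.0912, passed 0.05 without wild-type ZT08 replicate 3, Cry1Δe ZT00 replicate 2, Cry1Δe ZT04 replicate 1 or all of ZT20. It ranged from -0.739 h (without ZT20) to -0.176 h (without Cry1Δe ZT08 replicate 3) and that of kidney from -0.294 h (without ZT12) to 0.0677 h (without ZT16), with 10 of these settings above 0.

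The RNA columns are labeled by library number, and replicate numbers were given here in that order within each condition. A number shared by both genotypes is thus a position in the library order, and no label names a mouse or a pair. Deviations of same-numbered samples correlated at a median of 0.156 in liver and 0.134 in kidney, over 0.1 in 12 and 10 of 18 pairs. The own number gave the highest correlation for 12 and 15 of 18 samples, a hint from the data and not the design. With the number as a replicate block, rhythmic genes numbered 1585 and 1399 in liver and 468 and 282 in kidney, and 0 genes differed between genotypes in either tissue with limma (111 and 180 at an unadjusted p under 0.05). No call between genotypes changed. For 4C-seq no paired fit was made, because its tables hold no value per sample letter.

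Planned for 4C-seq and not run were kernels of other widths on the raw counts, all libraries kept, only fragments above 0, leaving out each mouse, and unweighted errors, which need values per mouse. As for depth, single 4C-seq libraries hold as few as 676362 reads, and at the fitted errors of the Gys2 TSS bait in kidney 71.5% of simulated changes of 0.1 were recovered, so changes of that size can be missed.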

Differences from the paper's values

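The tests set beside the paper's values here were planned, apart from the t-test, which was added to compare with the paper.

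For Cry1 mRNA at ZT20 the paper's t-test gives p = 0.045 in liver and p = 0.0037 in kidney. The same test on the log2 values used here gives p = 0.00153 in liver, where the exact permutation p is 0.1, and p = 0.216 in kidney, where the exact permutation p is 0.2. With a pseudocount of 0.1 both still differ (p = 0.00153 and p = 0.217), and none of the alternatives set before the data were examined that were run for this test brings either value within the paper's. For the phase advance of Cry1 mRNA the paper's bootstrap p is 0.011 in liver and 0.047 in kidney, and the permutation p over mice here is 0.0241 in liver and 0.311 in kidney, with no alternative run for this test. The changes at ZT20 themselves, -22.4% in liver and -10.4% in kidney, do not differ from the paper's by more than the spread of the mice. For these libraries the paper's methods name kallisto and its figure legend names TPM. The values tested here are the deposited RPKM, in which the libraries were not scaled one by one. No test was run on TPM values, so whether the quantification accounts for these gaps was not tested. The gaps therefore do not show that the paper's p-values fail on its own values.

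The paper states that Cry1 is lower in the kidney of Cry1Δe mice at ZT20. Here the change of -10.4% had an exact permutation p of 0.2, and after quantile normalization or scaling by library, the latter chosen after seeing the values, every mutant lay below every littermate (exact permutation p = 0.1, the smallest that 3 mice against 3 allow). The paper states that Cry1 peaks earlier in the kidney of Cry1Δe mice, and here its shift of -0.397 h has that direction without passing a test. For the liver the paper states that clock genes are advanced, from a test over genes. Here 14 of 15 genes are advanced (one-sided permutation p = 0.0324 over mice), while the mean shift has a permutation p of 0.0912. With all mice, its permutation p lay between 0.0632, with genes past an adjusted p of 0.05 in both genotypes, and 0.254 when scaled by library. It passed 0.05 without wild-type ZT08 replicate 3 (permutation p = 0.0373), Cry1Δe ZT00 replicate 2 (permutation p = 0.0405), Cry1Δe ZT04 replicate 1 (permutation p = 0.0482) or all of ZT20 (permutation p = 0.0429).

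The mean advance in liver was 30.5 min against the paper's 30 min, and 19.6 min after quantile normalization (SD over permutations of the mice 16.1 min). Over all rhythmic genes, a wider group than the paper's, it was 15.7 min (SD over permutations 12.5 min). These SDs come from shuffled genotype labels and do not measure a gap to the paper's value, so no difference is drawn from them. The shares of contacts within 2 Mb, the distances of the largest changes and the signals printed in Fig. 5C match.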

Other observations

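All tests in this part were chosen after the result was seen, apart from the pseudocount test and the limma and camera tests of the lists.

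Daily rhythms of metabolic genes were called in both genotypes of the liver. In wild type and Cry1Δe an adjusted p of 0.05 was passed by 9 and 8 of 13 genes of fatty acid synthesis, 7 and 7 of 17 of cholesterol synthesis, 6 and 3 of 12 of bile acid synthesis and transport, 5 and 4 of 12 of glycogen metabolism, 4 and 2 of 10 of xenobiotic metabolism, 4 and 4 of 7 of heat shock and 1 and 1 of 2 of cold-inducible RNA-binding. Of 8 genes of gluconeogenesis 6 and 1 passed. After quantile normalization the counts were 6 and 3 for gluconeogenesis, 7 and 7 for bile acids, 7 and 7 for glycogen metabolism and 5 and 4 for xenobiotic metabolism. The rhythm itself differed between genotypes in 0 genes of these 4 lists with limma, with 1 at an unadjusted p under 0.05 in xenobiotic metabolism and 0 in the others, so a loss of the rhythm is not shown. Of the clock output genes 13 and 11 of 14 passed, and of the genes named in the paper 9 and 9 of 13. In the kidney the same counts were 10 and 10 of 16 for core clock, 7 and 7 of 13 for clock output and 7 and 7 of 13 for genes named in the paper. They were 3 and 1 of 8 for heat shock, 2 and 3 of 17 for cholesterol synthesis, 2 and 1 of 2 for cold-inducible RNA-binding, 1 and 0 for renal sodium and water transport, bile acids and gluconeogenesis (12, 7 and 6 genes), 0 and 1 of 13 for fatty acid synthesis, 1 and 1 of 7 for xenobiotic metabolism and 0 and 0 for glycogen metabolism (11 genes) and the tubule, hepatocyte, stromal, endothelial, immune, blood, adipose and cholangiocyte markers. The kidney counts also depended on the normalization. After quantile normalization they were 9 and 9 for cholesterol synthesis, 6 and 5 for heat shock and 4 and 2 for renal sodium and water transport.

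In kidneys of night-fed mice 45.4% of all genes were rhythmic. The share was larger for cholesterol synthesis (16 of 20), clock output (12 of 14), E-box and D-box clock genes (11 of 11), fatty acid synthesis (9 of 13), heat shock (7 of 11) and renal sodium and water transport (4 of 5). It was smaller for glycogen metabolism (2 of 9), bile acids (3 of 7), xenobiotic metabolism (3 of 8) and hepatocyte markers (1 of 6). Whether these shares differ from that of all genes was not tested.

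Between genotypes in liver, camera with a preset correlation called higher levels in Cry1Δe for fatty acid synthesis (10 of 13 genes higher, median 0.05 on the log2 scale, adjusted p = 6.37e-05), cholesterol synthesis (15 of 17, 0.04, adjusted p = 2.00e-04), immune markers (9 of 9, 0.08, adjusted p = 2.00e-04) and endothelial markers (5 of 5, 0.12, adjusted p = 4.39e-04). With an estimated correlation all 4 fail, at adjusted p from 0.662 to 0.722, and their direction holds under quantile normalization and scaling by library. In the other 13 lists tested the preset adjusted p lay between 0.130 and 0.912, and adipose, blood, cholangiocyte and cold-inducible genes were too few. In kidney, renal sodium and water transport was lower in 12 of 12 genes (median -0.02, adjusted p = 0.0467, estimated 0.905), and the preset adjusted p was 0.298 after quantile normalization. Kidney tubule markers were also lower, in 9 of 9 genes (median -0.02, preset camera adjusted p = 0.151), so the fall is not particular to the transport genes. Mterf2, next to Cry1, had a log2 change of 0.26 in liver (SE 0.10, unadjusted p = 0.00887, adjusted p = 1.00 from limma).

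Kidney libraries held different amounts of liver transcripts. Alb was at 21.7 RPKM in wild-type replicate 3 at ZT04, 17.9 in replicate 3 at ZT16 and 14.0 in replicate 2 at ZT00, against a mean of 6.22 in kidney. Of the 7 hepatocyte markers measured in kidney 6 were lower in Cry1Δe (median -0.38 on the log2 scale, preset adjusted p = 3.32e-05, estimated 0.0993), among them Ttr by -0.82 (SE 0.29, unadjusted p = 0.00847). In the 3 libraries with the most Alb, 8 of 10 hepatocyte genes each lay above their median over the kidney libraries (median on the log2 scale 2.36, 1.93 and 1.54). Whether liver tissue was carried over into these libraries was not tested further and stays open.

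Other splits of the samples were counted for each number of genes or fragments. Among 100 splits only the real one called as many rhythmic genes in liver, 1532 in wild type and 1328 in Cry1Δe (highest other 2 and 0). The same held for the 249 of Cry1Δe kidney (highest other 0) and the 5935 of night-fed kidney (highest other 8.71% of that count). This argues against a chance order of the time labels, at a share no smaller than 1 in 100. In Cry1Δe kidney the count ranged from 188 to 420 without single libraries. For wild-type kidney, with 3.47% of 11779 genes, 2 splits were as large and the highest other called 4180 genes. A split of the kidney genotypes called 2067 genes where the real one called 0 with limma (167 at an unadjusted p under 0.05). In liver the real split called 0 (92) and the highest other 0. Since the real count is 0 in both tissues, each of the 100 splits calls as many whatever the data, and these counts decide nothing about chance. The split with 2067 genes and that with 4180 point to a structure of the kidney samples other than genotype and time. With the replicate number as a block the kidney counts were 468 rhythmic genes in wild type and 0 between genotypes. Without Cry1Δe ZT12 replicate 3 the rhythmic genes of kidney were 676 in wild type and 420 in Cry1Δe. For rhythmic fragments among 60 orders of the time points chance cannot be excluded: 11 orders were as large for the Cry1 TSS bait in wild type (24; highest other 47), 9 for the Gys2 TSS bait (24; highest other 53) and 13 for the Gys2 exon8 bait (22; highest other 51).

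Abundant genes had smaller rhythms in the kidney of wild-type littermates than in the night-fed kidney. Over the genes rhythmic in both, the ratio of the peak-to-trough changes had a median of 1.00 below 10 RPKM (170 genes) and 0.451 above 40 RPKM (36 genes). A candidate explanation is that values of the littermate table level off, as they would if reads with the same start were counted once. The ratio fell with the level of the gene (Spearman correlation -0.610, permutation p = 1e-05, the smallest that 100000 permutations can give), and of 797 genes above 100 RPKM in the night-fed kidney 5 exceeded 50 in the other table. The pseudocount is argued against, since with 0.1 the median ratio above 40 RPKM was 0.488. The feeding schedule may differ between the tables, and its part stays open.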
